# Conserved gene expression in sperm reservoirs between birds and mammals in response to mating

**DOI:** 10.1186/s12864-017-3488-x

**Published:** 2017-01-18

**Authors:** Mohammad Atikuzzaman, Manuel Alvarez-Rodriguez, Alejandro Vicente Carrillo, Martin Johnsson, Dominic Wright, Heriberto Rodriguez-Martinez

**Keywords:** Oviduct, Sperm reservoir, Microarray, Bioinformatics, Chicken, Pig

## Abstract

**Background:**

Spermatozoa are stored in the oviductal functional sperm reservoir in animals with internal fertilization, including zoologically distant classes such as pigs or poultry. They are held fertile in the reservoir for times ranging from a couple of days (in pigs), to several weeks (in chickens), before they are gradually released to fertilize the newly ovulated eggs. It is currently unknown whether females from these species share conserved mechanisms to tolerate such a lengthy presence of immunologically-foreign spermatozoa. Therefore, global gene expression was assessed using cDNA microarrays on tissue collected from the avian utero-vaginal junction (UVJ), and the porcine utero-tubal junction (UTJ) to determine expression changes after mating (entire semen deposition) or in vivo cloacal/cervical infusion of sperm-free seminal fluid (SF)/seminal plasma (SP).

**Results:**

In chickens, mating changed the expression of 303 genes and SF-infusion changed the expression of 931 genes, as compared to controls, with 68 genes being common to both treatments. In pigs, mating or SP-infusion changed the expressions of 1,722 and 1,148 genes, respectively, as compared to controls, while 592 genes were common to both treatments. The differentially expressed genes were significantly enriched for GO categories related to immune system functions (35.72-fold enrichment). The top 200 differentially expressed genes of each treatment in each animal class were analysed for gene ontology. In both pig and chicken, an excess of genes affecting local immune defence were activated, though frequently these were down-regulated. Similar genes were found in both the chicken and pig, either involved in pH-regulation (*SLC16A2, SLC4A9, SLC13A1, SLC35F1, ATP8B3, ATP13A3*) or immune-modulation (*IFIT5, IFI16, MMP27, ADAMTS3, MMP3, MMP12*).

**Conclusion:**

Despite being phylogenetically distant, chicken and pig appear to share some gene functions for the preservation of viable spermatozoa in the female reservoirs.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3488-x) contains supplementary material, which is available to authorized users.

## Background

Pigs and poultry are taxonomically distant animal species differing in reproductive anatomy and physiology. However, they both share internal fertilization, e.g. the capacity to store immunologically foreign spermatozoa in the female genital tract during the interval between mating and ovulation, this either being short (30–36 h in the case of the pig, with multiple ovulations over a 30 min period) or long (over several weeks, including recurrent daily ovulations as in modern, in the case of highly selected egg-layer poultry) [1–3]. The utero-tubal junction (UTJ) of the pig and the utero-vaginal junction (UVJ) of the chicken oviduct are analogous, a location where a subpopulation of spermatozoa are selectively stored post-mating, remaining alive and potentially fertile [1–3], before being gradually released for the fertilization of ovulated eggs [4–6]. In mice, the presence of spermatozoa in the oviduct leads to changes in gene expression, with upregulation of adrenomedullin and prostaglandin-endoperoxide synthase 2 transcripts [7]. Likewise, mating changes gene expression in the UVJ of the ancestral Red Junglefowl [8] as well as in an advanced intercross line (AIL, crossing between Red Junglefowl and White Leghorn chicken, [9]). Insemination has been reported as being capable of increasing mRNA expression of transforming growth factor beta (*TGFβs*) and TGFβ receptors (*TβRs*) but of decreasing mRNA expression of interleukin 1 beta (*IL1B*) and lipopolysaccharide induced TNF factor (*LITAF*) in the UVJ, which has also being implicated in the survival of sperm-storage tubuli (SST)-resident spermatozoa [10–12]. Studies in pigs have to date solely focused on the area of the oviduct where fertilization takes place [13–15]. Thus, in contrast to avian studies, trials in mammals have yet to examine the sperm reservoir areas.

Birds and pigs differ in internal genital tract anatomy, with chickens lacking accessory sexual glands. In contrast, the boar has a complete set of accessory glands whose concerted secretions form the seminal plasma; an heterogeneous fluid that accompanies the spermatozoa -embedded in the intraluminal cauda epididymis fluid- when emitted at ejaculation. In either animal class, semen is an immunologically foreign cell-suspension for the female, which should promptly elicit an immune response to eliminate it. It has been hypothesized that semen signals a genomic shift in the oviduct of the female that modulates the expression of genes involved in immune processes in both chickens [9–12, 16] and mammals [13–15], resulting in a state of immune tolerance during the lengthy storage of spermatozoa [17]. However, whether these divergent animal classes share a common mechanism is unclear.

Moreover, whether it is the entire semen (e.g. both the spermatozoa and the seminal fluid), the spermatozoa themselves or the cell-free seminal fluid that elicit such changes in gene expression in the sperm reservoirs is, to the best of our knowledge, poorly explored, with the exception of studies performed in Red Junglefowl [8] and mutant mice whose ejaculates were sperm-free [7]. The protein composition of seminal fluid has been extensively studied in chickens [18–20] and mammals [21–24] including the pig [25, 26]. In mammals, seminal plasma proteins are considered the most relevant for fertility [27–30], presumably owing to the induction of an initial but transient inflammation to clear microorganisms, superfluous gametes and proteins from the genital tract [26], followed by the induction of an immunological tolerance to paternal alloantigens via the expansion of regulatory T cells [22] following endometrial synthesis of toll-like receptor 4 (TLR4)-regulated cytokines and chemokines [24].

In chickens, the seminal fluid contains a few proteins classified as immune regulatory and/or defense such as gallinacin-9, ovotransferrin, serum albumin, thioredoxin, and peroxiredoxin-6 [18, 19]. Our own studies also indicate that the levels of immune-modulatory cytokines TGFβ2 and CXCL10 in the seminal fluid as well as the expression of the proteins Gallinacin-9 and Ig lambda chain C differed between low- and high egg-laying chickens [31], which might be related to sperm survival capacity in the female oviduct. This relationship depends on the function of the sperm reservoirs, which are highly correlated with fertility in both chickens [12] and pigs [2]. Modern domestic chickens and pigs are considered highly fertile. The modern layer poultry White Leghorn lays around 300 eggs per year, and a modern Swedish Landrace female pig produces over 26 live piglets per year. However, whether the oviduct sperm reservoirs respond to the entry of semen or SF/SP by a change in gene expression, and whether the response is similar between such different animal species, is yet to be tested.

In this study it is hypothesized that zoologically distant modern pigs and poultry, despite being selected for productivity (litter size or egg-laying rate, among other variables), share conserved mechanisms to tolerate the lengthy presence of immunologically-foreign spermatozoa in the oviduct sperm reservoirs. To test this hypothesis, microarray analyses on the functional sperm reservoir tissues of White Leghorn hens and Swedish Landrace sows were performed to identify gene expression changes in UVJ and UTJ after mating (entire semen deposition) or in vivo artificial infusion with sperm-free seminal fluid.

## Methods

### Experimental design

Gene expression analyses of the functional oviduct sperm reservoir (UVJ in chickens and UTJ in pigs) were performed in twelve modern White Leghorn breed female chickens (*Gallus gallus domestica,* Experiment 1) and twelve modern Swedish Landrace female pigs (*Sus scrofa domestica*, Experiment 2). The females of either species were allotted to one of three separate groups: a natural mating group (*n* = 4), where females (hen or sow) were mated to a single male each; sperm-free SF/SP inseminated group (*n* = 4) where females were artificially inseminated with pooled seminal fluid/plasma collected from the same males used for the mating group, and finally a control group (*n* = 4) of females that were neither mated nor inseminated. The oviduct reservoirs were collected post-mortem (UVJ, hens) or surgically (UTJ, sows) 24 h after treatments along with control animals. The tissues were either investigated for gene expression using custom-made chicken microarray (Roche NimbleGen, 12X 135 k array) or porcine gene chip microarray (Affymetrix, Inc. 3420 Central Expressway, Santa Clara, CA 95051, USA).

Animal husbandry and experimental handling were performed in compliance with the European Community (Directive 2010/63/EU) and current Swedish legislation (SJVFS 2015:24). Throughout all experiments, animals were handled carefully and in such a way as to avoid any unnecessary stress. The experiments were approved in advance by the “Regional Committee for Ethical Approval of Animal Experiments” (Linköpings Djurförsöksetiska nämnd) in Linköping, Sweden (permit no 75–12).

### Semen evaluation

Sperm concentration and motility were evaluated using a light microscope (Zeiss, Stockholm Sweden) equipped with a thermal plate (41 °C for chicken semen or 38 °C for pig semen), positive phase contrast optics (10x objective), a Charge Coupled Device (CCD) camera (UI-1540LE-M-HQ, Ueye, IDS Imaging Development Systems GmbH, Ubersulm, Germany), and the Qualisperm® Software (Biophos SA, Lausanne, Switzerland).

### Experiment 1

#### Experimental birds

A White Leghorn (WL) layer breed selected for high food conversion efficiency and commonly commercial bred for egg-production [32] was used. The details of the chicken rearing are described in Johnsson et al. 2012 [33]. Briefly, all chickens were kept separated by gender at the facilities of Linköping University (LiU). Food, water and perches were available *ad libitum* and chicken were held under controlled temperature and light regimes (12 h:12 h light/dark cycle) in 1–2 m^2^ pens depending on age for their first seven weeks.

#### Collection of semen, evaluation, mating and artificial insemination of seminal fluid

Chickens were subjected to semen collection and evaluation following the same procedure as our previous study [9]. Briefly, semen was collected by manual abdominal massage and was primarily extended with Dulbecco’s medium and examined in four replicates for sperm concentration and kinematics using a light microscope as described above. Only males yielding semen of high quality (sperm numbers and proportions of progressively motile spermatozoa, evaluated using the instrumentation detailed above) were selected for mating/insemination. Four hens were individually paired with males of proven fertility -using one male per hen (treatment 1). The collected semen from selected males was also subjected to centrifugation at 21,000 x g at 4 °C for 10 min. The supernatant (SF) was harvested and ejaculates pools (1 pool/male to make 4 individual pools) were made from four males used for the mating program. A 200 μl aliquot of pooled SF was inseminated into the cloaca using a plastic Pasteur pipette (Treatment 2). Four hens were left unmated or un-inseminated as controls.

#### Collection of UVJ

All hens (treatment 1 and 2) were euthanized by cervical dislocation followed by decapitation, 24 h after mating or insemination, along with the control hens. Immediately post-mortem, the oviduct segments were identified and dissected out under stereomicroscopy. The UVJ containing the SST was then collected using disposable razor blades, following classical descriptions [34] and snap-frozen in liquid nitrogen (LN_2_), prior to storage at −80 °C until further processed. A supplementary UVJ containing SST sample per mated hen was also fixed in 4% paraformaldehyde for histological confirmation of sperm presence in the SST-reservoirs. The confirmation of the presence of sperm was performed prior to the use of the UVJ tissues from mated or SF-infused or control hens in the microarray experiment.

#### Microarrays hybridization and scanning

Total RNA extraction (using Trizol), integrity evaluation, cDNA synthesis and custom-made microarray analysis (Roche NimbleGen Systems, Inc., Madison, WI, USA) were done following Atikuzzaman et al. 2015 [9]. A total of 12 microarrays (4 arrays per group) were run in this experiment.

### Experiment 2

#### Experimental pigs

Young mature boars (*n* = 5) of proven sperm quality (concentration, morphology and motility) and weaned sows (parity 1–3, *n* = 12) of the Swedish Landrace breed were recruited from a controlled breeding farm and individually kept in separate pens at the Translational Medicine Center (TMC/CBR-3) of Linköping University under controlled temperature and light regimes (12 h:12 h light/dark cycle). Pigs were fed with commercial feedstuff (Lantmännen, Stockholm, Sweden) according to national standards [35], provided with water *ad libitum* and with all animals receiving the same management.

#### Semen collection, evaluation and harvesting of seminal plasma

Semen was manually collected (gloved-hand method) weekly. Only ejaculates with at least 70% motile and 75% morphologically normal spermatozoa immediately after collection were used. Seminal plasma (SP) was harvested from the whole ejaculate after double centrifugation at 1,500xg for 10 min. The harvested crude-SP was kept at −20 °C, until use.

#### Detection of oestrus

The females were observed two times daily for pro-oestrus and oestrus behavioural signs while holding snout contact with a neighbouring boar, by the application of backpressure by experienced personnel. Animals that showed a standing oestrous reflex were considered to be in oestrus and were used in the experiments. Sows were randomly allotted to a control group (*n* = 4, unmated/non-inseminated), mated (Treatment 1, *n* = 4) or SP-inseminated (Treatment 2, *n* = 4).

#### Mating and insemination with seminal plasma

Sows were, on the first day of behavioral oestrus, either cervically inseminated (disposable AI-catheter, Minitüb, Munich, Germany) with 50 ml of Beltsville Thawing Solution (BTS, Control group); mated with a boar (Treatment 1 group) or artificially inseminated with 50 ml of SP (Treatment 2 group).

#### Collection of tissues

On the second day of standing oestrus (pre/periovulation) the sows were sedated by the administration of a mixture of 5 mg dexmedetomidine (Dexdomitor, Orion Pharma Animal Health, Sollentuna, Sweden) and 100 mg tiletamine hydrochloride/zolazepam hydrochloride (Zoletil vet, Virbac A/S, Kolding, Denmark) intramuscularly. General anesthesia was induced using sodium thiopental (Abbott Scandinavia AB, Solna, Sweden) 7 mg/kg body weight, intravenously, and was maintained with isoflurane (Baxter Medical AB, Kista, Sweden, 3.5-5%) administered via a tracheal cuffed tube by a close-circuit PVC-ventilator (Servo ventilator 900 D, SIEMENS-ELEMA AB, Solna, Sweden). Peripheral blood was collected (Vacutainer containing K2EDTA, Greiner Bio-One GmbH, Kremsmünster, Austria) centrifuged at 300 x g for 10 min at room temperature. The blood plasma was harvested and stored at −20 °C until analysed for oestradiol (E_2_) and progesterone (P_4_) concentrations. The left and right UTJ were exposed by mid-ventral incision. The complete UTJ of each side was removed immediately after clamping the irrigating blood vessels, being longitudinally divided into two equal pieces. One of the pieces was plunged in liquid nitrogen (LN_2_) and later stored at −80 °C while the other piece was fixed in 4% paraformaldehyde for histological confirmation of sperm presence. The confirmation of presence or absence of spermatozoa was done prior to use the UTJ tissues from mated or SP-infused or control sows for microarray experiment. The ovaries were photographed and the follicles visually counted. There was a mean of 22.30 ± 7.29 (mean ± standard deviation) follicles per sow, without significant differences between sow-groups.

#### Determinations of oestradiol and progesterone concentrations

Concentrations of oestradiol (E_2_) and progesterone (P_4_) were measured in individual blood plasma (50 μl) using porcine enzyme linked immune sorbent assay (ELISA) kits (Cat#MBS700342 and Cat#MBS703577, MyBiosource Inc., San Diego, CA, USA), after preparation of a standard curve for the individual hormones, following the manufacturer protocol. The optical density of each microplate well was determined using a microplate reader (TECAN, Sunrise GmbH, Grödig, Austria) set at 450 nm. Oestradiol concentrations (mean ± SD in pg/ml) were 376.50 ± 27.76 in controls, 349.10 ± 62.19 in mated and 294.20 ± 80.24 in SF-inseminated sows and those of progesterone (mean ± SD in ng/ml) were <0.68 ± 0.34 without significant differences between sow groups, confirming the animals were in pre/peri-ovulatory oestrus.

#### Microarrays hybridization and scanning

Total RNA was extracted using Trizol from UTJ samples and evaluated following the protocol used in Atikuzzaman et al. 2015 [9]. Equal amounts of total RNA (250 ng) from each UTJ were used to make cDNA using GeneChip® WT PLUS reagent kit (Affymetrix, Santa Clara, CA, USA) following the manufacturer protocol. Finally, 3.5 μg of fragmented and labelled single stranded complementary DNA (41 μl) was mixed with 109 μl of hybridization master mix to make a cocktail hybridization mix for a single reaction. The hybridization cocktail was then incubated first at 99 °C for 5 min, followed by a descent to 45 °C until loading on the array chip (Porcine gene 1.0 ST GeneChip® Cartidge Array, Affymetrix). A total of 130 μl of the cocktail hybridization mix was loaded into the array chip and they were incubated at 45 °C under rotation at 60 revolutions per minute for 16 h. The hybridized cartridge array chip was then unloaded and subjected to washing and staining using a GeneChip® Fluidics Station 450 (Affymetrix), to be finally scanned using the Affymetrix GeneChip® scanner GCS3000.

### Microarray data analysis and bioinformatics

The expression data of experiments 1 and 2 were processed using the Robust Multichip Average (RMA) normalization procedure, computing average expression values by background adjustment, quantile normalization between arrays, and summarization, as implemented in the oligo package of Bioconductor/DEVA Software (Roche NimbleGen, Inc, DEVA 1.2.1). The statistical analysis of the normalized gene expression data was performed using the open source RStudio package (RStudio, Inc. Version 0.98.507). Linear models using the empirical Bayes’ approach as implemented in the package ‘limma’ were used to calculate differentially expressed transcripts. Two different multiple testing corrections were applied. The first was a Benjamini-Hochberg False Discover Rate (FDR) correction [36], whilst the second was based on a permutation test. The permutation test was used in addition to the FDR test, given that a number of the custom probes used on the microarray (specifically those based on EST transcripts) were replicates of genes already represented on the array, thus the FDR threshold maybe overly restrictive. The permutation test was performed using the Limma package by randomising the class classifications, then calculating gene expression differentiation globally, before retaining the top 1% value. This was repeated 1,000 times, before the top 5% of permuted values were then used as an experiment-wide threshold (with this p-value corresponding to a nominal value of approximately *p* < 0.002). The redundant and uncharacterized transcripts were excluded from the list after both the multiple testing corrections to make a final list of differentially expressed genes. An enrichment analysis of these differentially expressed genes (both permuted and non-permuted) was performed via a statistical overrepresentation test for gene ontology (GO) biological process, comparing the total number of reference genes in the genome of *Gallus gallus* (15,789) and of *Sus scrofa* (21,398) using the Panther Classification System for GO [37]. The top 200 of these differentially expressed genes (100 upregulated and 100 downregulated genes based on the log fold change at *P* < 0.05) in both animal classes were selected for further bioinformatic analyses. The GOs of the top differentially expressed genes were analysed under the PANTHER GO-Slim Biological Process category. PANTHER extracted differentially expressed genes in both animal classes and those in the GO-term category of immune system process were then searched for functional pathways using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database [38]. Additional molecular functions of these differentially expressed immune system process genes were extracted from the protein knowledge base of the UniProt Consortium [39].

## Results

### Both mating and insemination of sperm-free SF/SP elicited changes in gene expression in the sperm reservoirs of chicken and pig oviducts

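RNA of the sow UTJ, the passage between uterine horn and oviduct where the sperm reservoir forms, was measured on Affymetrix Porcine Gene 1.0 ST arrays. The data are the values of 24 arrays. Of these, 8 are labelled control (sows given 50 ml of Beltsville Thawing Solution, a semen extender), 8 mated and 8 SP-infused (50 ml of SP), with tissue collected 24 h later. The paper's design also describes its control females as neither mated nor inseminated, so a difference from control is read here against the extender that the labels give. The paper has 4 sows per group with a left and a right UTJ each. Which arrays share a sow is not given in the sources used here, so the array was the unit of every test and the p-values are too small to that extent. The authors derived the values with RMA (background adjustment, quantile normalization between arrays and a summary per probe set), and they are on the log2 scale. Each array has 27558 probe sets, of which 13323 carry 1 gene symbol, naming 12362 genes, while 357 carry several and 13878 none. The SD over probe sets ran from 2.04 to 2.13 in mated and from 2.06 to 2.14 in SP-infused arrays. Control replicate 1 had an SD over its probe sets of 1.91, against 2.06 to 2.13 in the other control arrays.
From these values, limma was fitted once over the 24 arrays, and p-values were adjusted by Benjamini-Hochberg over the 27558 probe sets in each comparison. Log2 fold changes by these labels do not follow those of the paper's Tables S3 and S4. Over the 1722 genes of Table S3 the correlation is 0.0499 and 56.2% have the same sign (genes are not independent replicates), and for several genes named below the direction is the opposite one. The mating column of Table S9 (r = 0.781) and the values of Table S11 (r = 0.752) do follow in direction. The SP-infusion column of Table S9 (r = -0.163) and the 14 genes of Table S10 (r = -0.507) do not. The paper's legend of Table S9 names chicken, but its 159 identifiers are all probe sets of this pig array. The groups are therefore called arrays labelled mated, SP-infused or control, and each direction below depends on these labels. A set of 36 gene lists, written before the data were examined, was tested with camera at its preset correlation of 0.01. In simulated data this setting called a median of 11 lists that had no shift, against 0 with a correlation estimated for each list, so both p-values are given.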

Gene expression probes were calculated as pairwise comparisons (mating versus control and SF/SP-infusion versus control in chicken or pig) both with a FDR adjusted *p*-value < 0.05 and a permutation-adjusted p-value and were visualized by volcano plots (Fig. 1a-d). 

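In the comparison of arrays labelled mated with arrays labelled control, the genes with the lowest p included LRRTM4, a leucine-rich repeat membrane protein of synapses, and ND3, a mitochondrially encoded subunit of complex I. LRRTM4 averaged 5.70 ± 0.27 in arrays labelled mated and 5.06 ± 0.32 in control (mean ± SD of log2 values, n = 8 arrays each), and ND3 12.40 ± 0.14 and 12.08 ± 0.10. The zinc finger gene ZNF404 differed by 1.08 (SE 0.26) and the tetraspanin TSPAN12 by 0.40 (SE 0.09). On the lower side were TERB2, which holds telomeres at the nuclear envelope in meiosis (log2 fold change -0.41, SE 0.08), FBP2, the fructose-bisphosphatase of muscle (-0.52, SE 0.12), and KRT28, a keratin of hair follicles (-0.51). None of these passed, with adjusted p of 0.203 for TERB2 and 0.227 for ZNF404 (limma). Over all probe sets the lowest adjusted p was 0.128 for mated against control, 0.891 for SP-infused against control and 0.998 for mated against SP-infused. At an adjusted p under 0.05 limma called 0 of 27558 probe sets in each comparison, with 3142, 1420 and 920 at an unadjusted p under 0.05 where chance alone expects 1378. For mated against control 2 passed without control replicate 7 and 1 without mated replicate 2. In simulated changes on these arrays, 88.1% of probe sets shifted by a log2 fold of 1 were called for mated against control and 40.8% at 0.5, so changes below 1 can be missed. The simulation shuffled single arrays, which parts the left and right UTJ of a sow, so these shares may be too high and larger changes can be missed too.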

No gene probes were found to be differentially expressed at the FDR threshold in the chicken experiment, whilst in the pig this threshold led to the identification of 3 upregulated and 25 downregulated genes (Fig. 1c). 

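Past the permutation threshold in the comparison of arrays labelled mated with control were PCK1, FBP2, LEP, KRT34 and DEXI among others. PCK1, the enzyme that opens gluconeogenesis, was lower by 0.44 (SE 0.10), FBP2, which acts further along the same pathway, by 0.52 (SE 0.12), and LEP, the adipose hormone leptin, by 0.33 (SE 0.08). KRT34, a keratin of the hair cortex, was lower by 0.43 and DEXI, a gene induced by glucocorticoids, higher by 0.59. PCK1, LEP, KRT34 and DEXI are named after their values were seen. At an unadjusted p under 0.05, 946 genes were lower in this comparison with all arrays. Without control replicate 1 they were 644, and with array medians made equal 443, so lower calls depend on that array and on scaling. Leaving out an array was not run for this threshold. The threshold was made by shuffling the group labels 100 times, keeping the lowest 1% of p-values of each round and taking the 5% point of those kept. This permutation threshold lay at p = 0.000579 for mated against control in fits of 16 arrays, passed by 44 probe sets with 13 genes that have a symbol. In 9 of 100 splits of the arrays as many probe sets passed, the real one included. Some probe sets pass this threshold without any difference between groups: the other splits had a median of 7. The F test over all conditions had its permutation threshold at p = 0.000623, passed by 23 probe sets with 3 genes, TERB2, ND3 and LRRTM4. As many passed in 13 of 100 splits, the real one included, with a median of 6 in the others.
In arrays labelled SP-infused the lowest p among probe sets with a symbol belonged to C9, the last protein added to the membrane attack complex (4.05 ± 0.19 and 4.46 ± 0.17 in control, n = 8 arrays each). RAB44, a GTPase of granule release, was lower by 0.37, while MPI, an enzyme of mannose metabolism, was higher by 0.47 (SE 0.12) and DPAGT1, which starts N-glycan synthesis, by 0.36 (limma, adjusted p = 0.891 for each). The permutation threshold of this comparison was p = 0.000453, passed by 7 probe sets and 0 genes with a symbol. The limma test had 1219 probe sets at an unadjusted p under 0.05 there. In 39 of 100 splits as many probe sets passed the threshold, the real one included, with a median of 5 in the others.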

Using the permutation threshold, a total of 41 (all condition comparisons), 18 (mating vs control) and 37 (SF-infusion vs control) genes were differentially expressed in the chicken experiment, while a total of 159 (all condition comparisons), 14 (mating vs control) and 198 (SP-infusion vs control) genes were differentially expressed in the pig experiment. In addition to these genes, differentially expressed with a nominal *p*-value of < 0.05 irrespective of multiple testing correction were considered suggestive in this study, particularly with regards to gene probes that had been identified in a previous experiment using mated and unmated chickens in a similar design [8, 9]. In the chicken UVJ, mating suggestively upregulated 504 gene probes and downregulated 324 gene probes (Fig. 1a). The sperm-free SF-infusion treatment upregulated 1,551 gene probes and downregulated 866 gene probes (Fig. 1b). In pig UTJ, mating upregulated 1,111 gene probes and downregulated 1,550 gene probes (Fig. 1c). 

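TNC, a matrix protein made in remodelling tissue, averaged 9.54 ± 0.68 in arrays labelled mated and 8.30 ± 0.65 in control, and MFAP5, a microfibril protein, 8.06 ± 0.55 and 7.10 ± 0.59 (SD, n = 8 arrays each). PECAM1, an adhesion molecule of endothelium (8.88 ± 0.23 and 8.47 ± 0.33), and TEK, the angiopoietin receptor (7.69 ± 0.23 and 7.26 ± 0.41), lay on the same side. The 16 genes of the endothelium list had a median of 0.122, with 10 higher and 6 lower (camera, adjusted p = 0.135). CALCRL, the receptor subunit for adrenomedullin and CGRP, was higher by 0.75 (SE 0.20). The histone gene H3F3A was lower by 0.43 (9.20 ± 0.33 and 9.63 ± 0.19). Adjusted p-values were 0.326 for TNC, 0.31 for MFAP5, 0.296 for CALCRL and 0.309 for H3F3A (limma). Of the 3142 probe sets at an unadjusted p under 0.05, 793 were higher and 2349 lower in arrays labelled mated, 74.8% lower. That split depends on the scaling of the arrays: with array medians made equal it was 1543 higher and 1154 lower, and after cyclic loess 1304 and 1437. Over all 27558 probe sets the median log2 fold change was -0.05.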

Meanwhile, the SF-infusion upregulated 611 gene probes and downregulated 1,214 gene probes (Fig. 1d). Nevertheless, the gene probes in the volcano plots (Fig. 1) that did not represent characterized genes and were found to be redundant were excluded to make accurate final lists of differentially expressed genes in all comparisons for both animals. These lists are presented in the Additional file 1: Table S1, Additional file 2: Table S2, Additional file 3: Table S3 and Additional file 4: Table S4. 

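FN1, the fibronectin of the tissue matrix, averaged 9.86 ± 0.55 in arrays labelled SP-infused and 10.52 ± 0.43 in control, and PLAU, the urokinase that activates plasminogen, 6.63 ± 0.28 and 7.65 ± 1.19 (SD, n = 8 arrays each). HPGD, which breaks down prostaglandins, was lower by 0.90 (5.23 ± 0.72 and 6.13 ± 1.10). CALCRL, which binds the dilator peptide adrenomedullin, again lay higher than in control, by 0.52, and so did the proteasome subunits PSMB6 (0.30) and PSMC2 (0.28). For all of these the adjusted p was 0.891 (limma). The 1420 probe sets at an unadjusted p under 0.05 were 385 higher and 1035 lower in arrays labelled SP-infused, 72.9% lower. Without control replicate 1 the count was 929 (633 lower) and without control replicate 5 it was 2179 (1695 lower). With array medians made equal there were 611 higher and 675 lower, and after cyclic loess 615 and 650. The median log2 fold change over all probe sets was -0.04.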

In sum, mating in the chicken potentially changed the expression of up to 303 genes (189 genes were upregulated and 114 genes were downregulated) while SF-infusion changed the expression of 931 genes (513 genes were upregulated and 418 genes were downregulated), compared to controls. In the pig, mating elicited the differential expression of 1,722 genes (698 genes were upregulated and 1,024 genes were downregulated), while SF-infusion changed the expression of 1,148 genes (400 genes were upregulated and 748 genes were downregulated). These differentially expressed genes were then tested for a statistical overrepresentation of GO-biological processes involving immune functions. 

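SLC38A11, a sodium-coupled amino acid carrier, had 5.19 ± 1.07 in arrays labelled mated and 3.98 ± 0.65 in control, and the neuronal proline transporter SLC6A7 had 4.43 ± 0.32 and 4.97 ± 0.23 (SD, n = 8 arrays each). HOXA9, a positional gene of the oviduct, was higher by 0.69 and CDH22, a cadherin, lower by 0.40. Adjusted p was 0.348 for SLC38A11, 0.244 for SLC6A7, 0.365 for HOXA9 and 0.31 for CDH22 (limma). At an unadjusted p under 0.05 there were 1318 such genes for mated against control, 370 higher, 946 lower and 2 with probe sets in both directions, ZNF212 and RPL10A, named here for that reason. With array medians made equal there were 753 higher and 443 lower, and after cyclic loess 587 and 573. For SP-infused against control there were 585, with 191 higher and 394 lower (301 and 251 with equal medians, 284 and 258 after loess), 366 without control replicate 1 (235 lower) and 921 without control replicate 5 (675 lower). For mated against SP-infused there were 417, with 195 and 222. Genes with an adjusted p under 0.05 numbered 0 of 12362 in each comparison (limma).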

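Genes of antigen presentation, by which peptides are shown to T cells, were the only immune list past the test in the comparison of mated with control. SLA-DRA, the class II alpha chain, averaged 10.25 ± 0.37 in arrays labelled mated and 9.84 ± 0.45 in control, while the class I gene SLA-5 lay the other way (4.96 ± 0.40 and 5.47 ± 0.62; n = 8 arrays each). Of the 27 genes of the list 20 were higher, with a median log2 fold change of 0.155 (camera, adjusted p = 0.0159, and adjusted p = 0.965 with an estimated correlation). The list no longer passed without control replicate 2 (0.153, adjusted p = 0.061), 4 (0.108, 0.13) or 7 (0.124, 0.226) or mated replicate 2 (0.169, 0.0538) or 3 (0.0953, 0.448), and its median was 0.234 without mated replicate 6. In 42 of 100 splits of the arrays the p of this list was as low. Mated replicate 3 has the highest mean of the mated arrays in this list (0.654) and in that of B and plasma cells (1.01 against at most 0.168). Markers of T and NK cells had a median of 0.00513 (29 genes, adjusted p = 0.835 by camera), those of macrophages and monocytes 0.0507 (24 genes, 0.457), those of B and plasma cells 0.0191 (12 genes, 0.941) and those of neutrophils -0.0312 (15 genes, 0.896). NCR3, an activating receptor of NK cells, was lower by 0.41 (limma, adjusted p = 0.31), and FCER2, the low-affinity IgE receptor of B cells, had 4.11 ± 0.10 against 4.45 ± 0.24 (limma, adjusted p = 0.31). The FCER2 means lie below a log2 value of 5, where signal is low.
In arrays labelled SP-infused, neutrophil genes such as TREM1 (-0.46) and S100A9 (-0.33) and the terminal complement gene C9 (-0.41) were lower than in control without passing (limma, adjusted p = 0.891 each). The neutrophil list had a median of -0.123 and the T and NK cell list -0.126 (camera, adjusted p = 0.292 and 0.112), and that of complement and coagulation -0.0959 (33 genes, 10 higher and 23 lower, adjusted p = 0.292). Toll-like receptor signalling lay at -0.0145 for mated and -0.058 for SP-infused arrays (36 genes, camera, adjusted p = 0.813 and 0.468). Over the 36 lists 4 passed for mated and 6 for SP-infused against control, and 0 in either with an estimated correlation. The GO categories of Tables 3 and 4 were not analysed here.

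**Figure D1:**
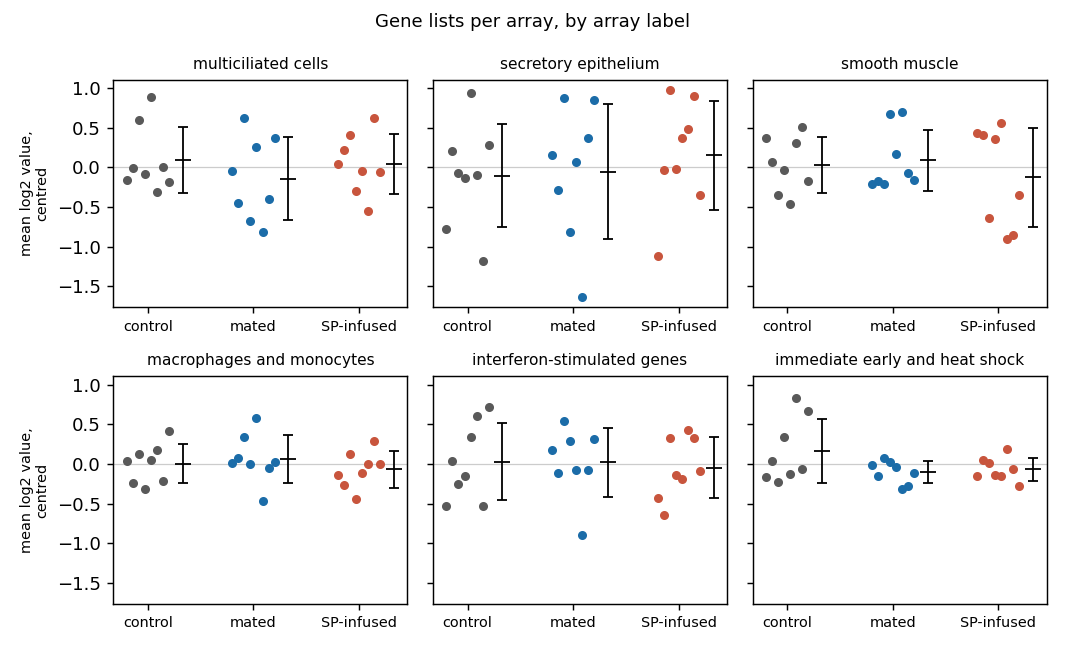
Mean log2 value of the genes of 6 lists in each array, by array label. Each list is centred on its mean over the 24 arrays; points are arrays and bars the mean ± SD of 8 arrays.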

The immune function-related GO categories of these overrepresented genes (*P* < 0.05) are presented in Tables 1, 2, 3 and 4.

**Fig. 1:**
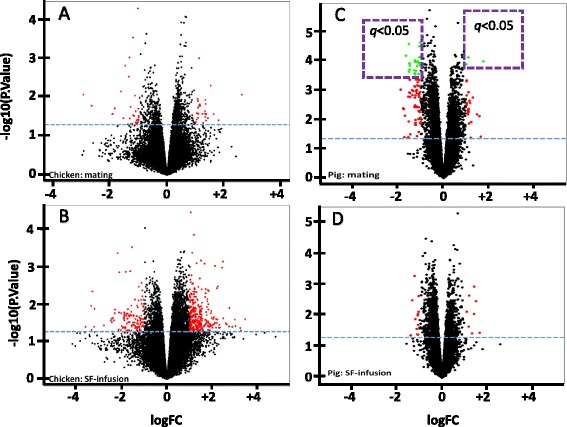
Volcano plots depicting differentially expressed probes for oviductal sperm reservoirs in chicken (UVJ) and pig (UTJ), following mating or sperm-free SF/SP-infusion. The x-axis represents the fold change and the y-axis represents the statistical significance (−log10 of P. value). Each of the oligonucleotide probes is represented by a single dot. The red dots represent log fold change > 1 or < −1 at *p*-value <0.05. The green dots represent log fold change >1 or < −1 at FDR adjusted *p*-value <0.05. The dots above the horizontal broken lines are probes that were differentially expressed at *p*-vaue <0.05. **a**) Comparison between mating (*n* = 4) and control (*n* = 4) group chicken, **b**) comparison between SF (*n* = 4) and control (*n* = 4) group chicken, **c**) comparison between mating (*n* = 4) and control (*n* = 4) group pigs and **d**) comparison between SF (*n* = 4) and control (*n* = 4) group pigs

**Table 1:** Over- and under-represented mating-induced differentially expressed genes (*P* < 0.05) in the GO- biological process involving immune system function in chicken

GO-BP (immune function)	REF	DE (221)	EXPC	FE(+/−)	*P* value
CD8-positive, gamma-delta intraepithelial T cell differentiation (GO:0002305)	2	1	0.03	+35.72	2.76E-02
Gamma-delta intraepithelial T cell differentiation (GO:0002304)	2	1	0.03	+35.72	2.76E-02
Negative regulation of monocyte chemotaxis (GO:0090027)	2	1	0.03	+35.72	2.76E-02
Immunoglobulin secretion (GO:0048305)	2	1	0.03	+35.72	2.76E-02
T-helper 1 cell activation (GO:0035711)	2	1	0.03	+35.72	2.76E-02
Gamma-delta T cell activation (GO:0046629)	4	2	0.06	+35.72	1.50E-03
Chronic inflammatory response (GO:0002544)	3	1	0.04	+23.81	4.11E-02
Complement activation, lectin pathway (GO:0001867)	3	1	0.04	+23.81	4.11E-02
Negative regulation of immature T cell proliferation (GO:0033087)	3	1	0.04	+23.81	4.11E-02
Gamma-delta T cell differentiation (GO:0042492)	3	1	0.04	+23.81	4.11E-02
Negative regulation of T cell proliferation (GO:0042130)	24	2	0.34	+5.95	4.51E-02
B cell proliferation (GO:0042100)	24	2	0.34	+5.95	4.51E-02
Regulation of T cell proliferation (GO:0042129)	80	5	1.12	+4.47	5.69E-03
Positive regulation of T cell proliferation (GO:0042102)	52	3	0.73	+4.12	3.73E-02
Regulation of T cell activation (GO:0050863)	144	7	2.02	+3.47	4.50E-03
Positive regulation of T cell activation (GO:0050870)	91	4	1.27	+3.14	4.00E-02
Positive regulation of leukocyte cell-cell adhesion (GO:1903039)	95	4	1.33	+3.01	4.56E-02
Regulation of lymphocyte proliferation (GO:0050670)	120	5	1.68	+2.98	2.78E-02
Regulation of leukocyte proliferation (GO:0070663)	125	5	1.75	+2.86	3.23E-02
Regulation of leukocyte activation (GO:0002694)	249	8	3.49	+2.3	2.51E-02
Regulation of lymphocyte activation (GO:0051249)	219	7	3.07	+2.28	3.58E-02
Defence response (GO:0006952)	498	12	6.97	+1.72	4.92E-02

REF, Gallus gallus reference gene list (15789); DE, mating-induced differentially expressed genes (*P* < 0.05) in the UVJ; EXPC, expected number of genes in DE genes; FE, fold enrichment

**Table 2:** Over- and under-represented sperm-free SF-induced differentially expressed genes (*P* < 0.05) in the GO- biological process involving immune system function in chicken

GO-BP (immune function)	REF	DE (721)	EXPC	FE(+/−)	*P* value
Positive regulation of CD8-positive, alpha-beta cytotoxic T cell extravasation (GO:2000454)	1	1	0.05	+21.9	4.46E-02
Regulation of CD8-positive, alpha-beta cytotoxic T cell extravasation (GO:2000452)	1	1	0.05	+21.9	4.46E-02
Positive regulation of CD8-positive, alpha-beta T cell extravasation (GO:2000451)	1	1	0.05	+21.9	4.46E-02
Regulation of CD8-positive, alpha-beta T cell extravasation (GO:2000449)	1	1	0.05	+21.9	4.46E-02
Positive regulation of interleukin-15 production (GO:0032738)	1	1	0.05	+21.9	4.46E-02
Positive regulation of T cell extravasation (GO:2000409)	1	1	0.05	+21.9	4.46E-02
Regulation of T cell extravasation (GO:2000407)	1	1	0.05	+21.9	4.46E-02
Regulation of interleukin-15 production (GO:0032658)	1	1	0.05	+21.9	4.46E-02
Positive regulation of neutrophil apoptotic process (GO:0033031)	1	1	0.05	+21.9	4.46E-02
Positive regulation of isotype switching to IgA isotypes (GO:0048298)	1	1	0.05	+21.9	4.46E-02
T-helper 2 cell cytokine production (GO:0035745)	1	1	0.05	+21.9	4.46E-02
TIRAP-dependent toll-like receptor 4 signaling pathway (GO:0035665)	1	1	0.05	+21.9	4.46E-02
TIRAP-dependent toll-like receptor signaling pathway (GO:0035664)	1	1	0.05	+21.9	4.46E-02
Positive regulation of establishment of T cell polarity (GO:1903905)	1	1	0.05	+21.9	4.46E-02
Interleukin-8 biosynthetic process (GO:0042228)	1	1	0.05	+21.9	4.46E-02
Negative regulation of macrophage chemotaxis (GO:0010760)	4	2	0.18	+10.95	1.48E-02
Positive regulation of macrophage chemotaxis (GO:0010759)	5	2	0.23	+8.76	2.24E-02
Regulation of macrophage chemotaxis (GO:0010758)	11	4	0.5	+7.96	1.77E-03
Negative regulation of leukocyte chemotaxis (GO:0002689)	9	3	0.41	+7.3	8.50E-03
Positive regulation of macrophage differentiation (GO:0045651)	10	3	0.46	+6.57	1.13E-02
Regulation of macrophage differentiation (GO:0045649)	14	4	0.64	+6.26	4.17E-03
Negative regulation of alpha-beta T cell activation (GO:0046636)	12	3	0.55	+5.47	1.82E-02
Lymphocyte chemotaxis (GO:0048247)	14	3	0.64	+4.69	2.71E-02
Monocyte chemotaxis (GO:0002548)	16	3	0.73	+4.11	3.79E-02
Negative regulation of response to cytokine stimulus (GO:0060761)	27	4	1.23	+3.24	3.66E-02
Positive regulation of T cell proliferation (GO:0042102)	52	6	2.37	+2.53	3.39E-02
Regulation of leukocyte chemotaxis (GO:0002688)	57	6	2.6	+2.31	4.89E-02
Regulation of leukocyte migration (GO:0002685)	85	8	3.88	+2.06	4.39E-02

REF, Gallus gallus reference gene list (15789); DE, mating-induced differentially expressed genes (*P* < 0.05) in the UVJ; EXPC, expected number of genes in DE genes; FE, fold enrichment

**Table 3:** over- and under-represented mating-induced differentially expressed genes (*P* < 0.05) in the GO- biological process involving immune system function in pig

GO-BP (immune function)	REF	DE (1179)	EXPC	FE (+/−)	*P* value
Regulation of T cell mediated immune response to tumor cell (GO:0002840)	3	2	0.17	+12.1	1.22E-02
Regulation of macrophage apoptotic process (GO:2000109)	5	2	0.28	+7.26	3.16E-02
Interleukin-8 secretion (GO:0072606)	5	2	0.28	+7.26	3.16E-02
T-helper 17 cell differentiation (GO:0072539)	5	2	0.28	+7.26	3.16E-02
T-helper 17 type immune response (GO:0072538)	5	2	0.28	+7.26	3.16E-02
Positive regulation of mast cell chemotaxis (GO:0060754)	6	2	0.33	+6.05	4.39E-02
Toll-like receptor 4 signaling pathway (GO:0034142)	13	3	0.72	+4.19	3.61E-02
Positive regulation of monocyte chemotaxis (GO:0090026)	14	3	0.77	+3.89	4.33E-02
Positive regulation of leukocyte chemotaxis (GO:0002690)	59	7	3.25	+2.15	4.75E-02
Regulation of lymphocyte activation (GO:0051249)	239	20	13.17	+1.52	4.65E-02

REF, *Sus scrofa* reference gene list (21398); DE, mating-induced differentially expressed genes (*P* < 0.05) in the UTJ; EXPC, expected number of genes in DE genes; FE, fold enrichment

**Table 4:** Over- and under-represented sperm-free SP-induced differentially expressed genes (*P* < 0.05) in the GO- biological process involving immune system function in pig

GO-BP (immune function)	REF	DE (775)	EXPC	FE (+/−)	*P* value
Positive regulation of antigen processing and presentation of peptide antigen via MHC class II (GO:0002588)	1	1	0.04	+27.61	3.56E-02
Positive regulation of antigen processing and presentation of peptide or polysaccharide antigen via MHC class II (GO:0002582)	1	1	0.04	+27.61	3.56E-02
Cytokine secretion involved in immune response (GO:0002374)	1	1	0.04	+27.61	3.56E-02
B cell cytokine production (GO:0002368)	1	1	0.04	+27.61	3.56E-02
Positive regulation of IP-10 production (GO:0071660)	1	1	0.04	+27.61	3.56E-02
Regulation of IP-10 production (GO:0071658)	1	1	0.04	+27.61	3.56E-02
Positive regulation of B cell chemotaxis (GO:2000538)	1	1	0.04	+27.61	3.56E-02
Regulation of B cell chemotaxis (GO:2000537)	1	1	0.04	+27.61	3.56E-02
Positive regulation of mast cell activation by Fc-epsilon receptor signaling pathway (GO:0038097)	1	1	0.04	+27.61	3.56E-02
Tumor necrosis factor secretion (GO:1990774)	1	1	0.04	+27.61	3.56E-02
Isotype switching to IgG isotypes (GO:0048291)	1	1	0.04	+27.61	3.56E-02
T-helper 1 cell activation (GO:0035711)	1	1	0.04	+27.61	3.56E-02
Response to TNF agonist (GO:0061481)	1	1	0.04	+27.61	3.56E-02
Positive regulation of interleukin-1 alpha secretion (GO:0050717)	3	2	0.11	+18.41	5.49E-03
regulation of T cell mediated immune response to tumor cell (GO:0002840)	3	2	0.11	+18.41	5.49E-03
Positive regulation of interleukin-1 alpha production (GO:0032730)	4	2	0.14	+13.81	9.52E-03
Regulation of interleukin-1 alpha secretion (GO:0050705)	4	2	0.14	+13.81	9.52E-03
Toll-like receptor 2 signaling pathway (GO:0034134)	5	2	0.18	+11.04	1.45E-02
Regulation of interleukin-1 alpha production (GO:0032650)	5	2	0.18	+11.04	1.45E-02
Interleukin-10 production (GO:0032613)	5	2	0.18	+11.04	1.45E-02
Positive regulation of interleukin-1 secretion (GO:0050716)	11	4	0.4	+10.04	7.60E-04
Regulation of type I interferon-mediated signaling pathway (GO:0060338)	13	4	0.47	+8.5	1.40E-03
Positive regulation of interleukin-1 beta secretion (GO:0050718)	10	3	0.36	+8.28	6.03E-03
Positive regulation of type I interferon-mediated signaling pathway (GO:0060340)	7	2	0.25	+7.89	2.72E-02
Positive regulation of interleukin-1 production (GO:0032732)	14	4	0.51	+7.89	1.83E-03
Interleukin-8 production (GO:0032637)	7	2	0.25	+7.89	2.72E-02
Regulation of interleukin-1 beta secretion (GO:0050706)	14	4	0.51	+7.89	1.83E-03
Regulation of interleukin-1 secretion (GO:0050704)	18	5	0.65	+7.67	5.67E-04
Positive regulation of interleukin-10 production (GO:0032733)	19	5	0.69	+7.27	7.21E-04
Positive regulation of interleukin-8 secretion (GO:2000484)	8	2	0.29	+6.9	3.47E-02
Positive regulation of interleukin-1 beta production (GO:0032731)	12	3	0.43	+6.9	9.89E-03
Positive regulation of interferon-alpha production (GO:0032727)	12	3	0.43	+6.9	9.89E-03
Toll-like receptor 4 signaling pathway (GO:0034142)	13	3	0.47	+6.37	1.22E-02
Positive regulation of interleukin-6 secretion (GO:2000778)	13	3	0.47	+6.37	1.22E-02
Regulation of response to interferon-gamma (GO:0060330)	9	2	0.33	+6.14	4.28E-02
Inflammatory response to antigenic stimulus (GO:0002437)	14	3	0.51	+5.92	1.49E-02
Regulation of interferon-alpha production (GO:0032647)	14	3	0.51	+5.92	1.49E-02
Regulation of interleukin-10 production (GO:0032653)	26	5	0.94	+5.31	2.82E-03
Regulation of interleukin-1 beta production (GO:0032651)	27	5	0.98	+5.11	3.30E-03
Regulation of interleukin-1 production (GO:0032652)	34	6	1.23	+4.87	1.69E-03
MyD88-dependent toll-like receptor signaling pathway (GO:0002755)	17	3	0.62	+4.87	2.46E-02
Cellular response to interleukin-4 (GO:0071353)	18	3	0.65	+4.6	2.85E-02
Positive regulation of interferon-beta production (GO:0032728)	20	3	0.72	+4.14	3.71E-02
Positive regulation of type I interferon production (GO:0032481)	27	4	0.98	+4.09	1.76E-02
Somatic diversification of immune receptors via germline recombination within a single locus (GO:0002562)	28	4	1.01	+3.94	1.98E-02
Positive regulation of interleukin-6 production (GO:0032755)	42	6	1.52	+3.94	4.71E-03
Positive regulation of interleukin-8 production (GO:0032757)	30	4	1.09	+3.68	2.47E-02
Regulation of interferon-beta production (GO:0032648)	30	4	1.09	+3.68	2.47E-02
Regulation of type I interferon production (GO:0032479)	38	5	1.38	+3.63	1.33E-02
Toll-like receptor signaling pathway (GO:0002224)	40	5	1.45	+3.45	1.62E-02
Positive regulation of tumor necrosis factor production (GO:0032760)	34	4	1.23	+3.25	3.64E-02
Positive regulation of tumor necrosis factor superfamily cytokine production (GO:1903557)	35	4	1.27	+3.16	3.98E-02
Positive regulation of cytokine secretion (GO:0050715)	62	7	2.25	+3.12	8.19E-03
Positive regulation of innate immune response (GO:0045089)	90	10	3.26	+3.07	1.96E-03
Positive regulation of adaptive immune response (GO:0002821)	57	6	2.06	+2.91	1.88E-02
Regulation of cytokine-mediated signaling pathway (GO:0001959)	60	6	2.17	+2.76	2.35E-02
Regulation of interleukin-6 production (GO:0032675)	70	7	2.54	+2.76	1.50E-02
Regulation of response to cytokine stimulus (GO:0060759)	62	6	2.25	+2.67	2.69E-02
Positive regulation of adaptive immune response based on somatic recombination of immune receptors built from immunoglobulin superfamily domains (GO:0002824)	54	5	1.96	+2.56	4.85E-02
Regulation of innate immune response (GO:0045088)	154	14	5.58	+2.51	1.83E-03
Regulation of lymphocyte mediated immunity (GO:0002706)	82	7	2.97	+2.36	3.17E-02
Positive regulation of defense response (GO:0031349)	155	11	5.61	+1.96	2.82E-02
Regulation of immune effector process (GO:0002697)	260	18	9.42	+1.91	7.84E-03
Positive regulation of immune response (GO:0050778)	256	17	9.27	+1.83	1.39E-02
Regulation of inflammatory response (GO:0050727)	185	12	6.7	+1.79	4.03E-02
Regulation of leukocyte cell-cell adhesion (GO:1903037)	189	12	6.85	+1.75	4.59E-02
Regulation of defense response (GO:0031347)	394	25	14.27	+1.75	5.84E-03
Immune effector process (GO:0002252)	253	16	9.16	+1.75	2.46E-02
Regulation of immune response (GO:0050776)	398	25	14.41	+1.73	6.59E-03
Regulation of cytokine production (GO:0001817)	352	22	12.75	+1.73	1.09E-02
Innate immune response (GO:0045087)	280	17	10.14	+1.68	2.93E-02
Positive regulation of immune system process (GO:0002684)	481	29	17.42	+1.66	6.26E-03
Immune system development (GO:0002520)	470	28	17.02	+1.64	8.28E-03
Regulation of immune system process (GO:0002682)	785	45	28.43	+1.58	2.05E-03
Cytokine-mediated signaling pathway (GO:0019221)	295	4	10.68	- 0.37	1.81E-02

REF, *Sus scrofa* reference gene list (21398); DE, sperm-free SP-induced differentially expressed genes (*P* < 0.05) in the UTJ; EXPC, expected number of genes in DE genes; FE, fold enrichment

### Mating or SF-infusion changed the expression of treatment-specific genes as well as of a common subset of genes in the sperm reservoir

The number of differentially expressed genes in the chicken or pig is presented in a series of Venn diagrams, depicting treatment-specific/animal classes modified genes as well as genes that were considered common/conserved in the oviductal sperm reservoirs both after mating and SF-infusion (Fig. 2). Mating or in vivo SF-infusion changed the expression of a common subset of 68 genes in the chicken (37 genes were upregulated, while 31 genes were downregulated) and of 592 genes in the pig (187 upregulated and 405 downregulated).

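Several genes lay on the same side of control in arrays labelled mated and in arrays labelled SP-infused. ZNF404 was higher by 1.08 and 0.57, and the mitochondrial ND3 by 0.32 and 0.27. MALRD1, a regulator of bile acid synthesis, was lower by 0.58 in each, and DUSP2, a phosphatase that ends MAP kinase signals, by 0.44 and 0.46 (3.88 ± 0.23 in mated, 3.87 ± 0.27 in SP-infused and 4.33 ± 0.49 in control arrays, n = 8 each). NR4A2, an immediate early receptor gene, lay lower by 0.42 and 0.35. Genes of the immediate early and heat shock list, which respond within minutes to stimuli, were 15 of 18 lower in arrays labelled mated and 13 of 18 in SP-infused. Their medians were -0.291 (camera, adjusted p = 0.0159, and adjusted p = 0.965 with an estimated correlation) and -0.284 (adjusted p = 0.0116, and adjusted p = 0.917 with an estimated correlation). The mated call was lost without control replicate 4 (-0.251, adjusted p = 0.13), 6 (-0.192, 0.24) or 8 (-0.221, 0.141) or mated replicate 2 (-0.298, 0.0538) or 7 (-0.247, 0.0902). The SP-infused call was lost without control replicate 4 (-0.268, adjusted p = 0.0914), 6 (-0.162, 0.272) or 8 (-0.168, 0.18) or SP-infused replicate 1 (-0.25, 0.0689) or 4 (-0.29, 0.0558). Control replicates 6 and 8 had list means of 0.830 and 0.676, against -0.226 to 0.341 in the other control arrays. Both comparisons use these arrays, so they lower both medians.
At an unadjusted p under 0.05, 640 probe sets were common to both comparisons, 172 higher, 468 lower and 0 in opposite directions. As genes with a symbol sharing a probe set these are 247, with 78 higher and 169 lower. The excess of lower ones turns with scaling: array medians made equal gave 298 probe sets higher and 231 lower (140 and 80 as genes), and cyclic loess 268 and 245 (118 and 90). The count of probe sets was 376 without control replicate 1 (252 lower; 130 genes, 48 higher and 82 lower) and 1180 without control replicate 5 (953 lower; 473 genes, 368 lower). Lower ones were 746 without control replicate 4 (279 as genes), and as genes 260 without SP-infused replicate 4 and 107 without SP-infused replicate 7. Both comparisons use the same 8 control arrays, which by itself makes their fold changes move together. The correlation between them was 0.657, against 0.48 in data simulated without any change and 0.143 with the controls split into separate sets of 4 arrays, which also lowers the power. Simulated data without change had a median of 198.5 common probe sets (range 23 to 1058 in 100 draws), and the split controls gave a median of 127 (64 to 156 in 70 splits). The count of 640 is therefore within the range that shared controls alone give.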

**Fig. 2:**
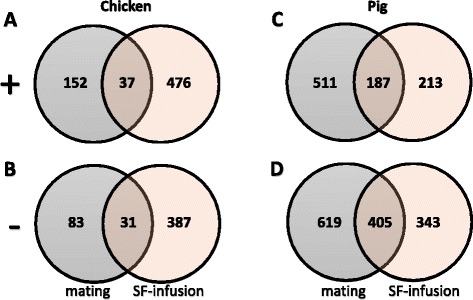
Venn diagrams of differentially expressed genes (*p* < 0.05) in the oviductal sperm reservoirs of chicken (UVJ) and pig (UTJ) after mating or SF/SP-infusion, compared to their controls: **a**) upregulated genes in the UVJ of chicken, **b**) downregulated genes in the UVJ of chicken, **c**) upregulated genes in UTJ of pigs, D) downregulated genes in UTJ of pigs

### A subset of stimulus-responsive and immune system-process genes were differentially expressed in the sperm reservoirs after mating and SF-infusion; the expression pattern differed chicken and pigs after mating but not after in vivo SF-infusion

To assess whether the same gene types were differentially regulated in both the chicken and pig, we took the top 200 differentially expressed genes (at a *p*-value <0.05, ranked in descending log fold change order of 100 upregulated and 100 downregulated), comparing mating or SF/SP-infusion classes with their respective controls in both animal classes, and performed a gene ontology analysis, whereby GO-categories were identified in each. This analysis revealed that a large subset of differentially expressed genes were involved in the GO term category of cellular and metabolic processes after mating or SF/SP-infusion (Fig. 3). The expression patterns (ratio of upregulated and downregulated genes) for genes involved in stimulus response and immune system processes differed between animal classes after mating (Fig. 3a), but not after SF-infusion (Fig. 3b). Mating changed the expression of stimulus-responsive genes in the chicken (10 upregulated while 12 were downregulated) and in the pig (11 upregulated while 3 downregulated) (Fig. 3a). Mating also changed the expression of immune-responsive genes in the chicken (3 upregulated, while 8 were downregulated) and in the pig (8 upregulated, 1 downregulated).

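Among the 100 genes with the largest higher fold change in arrays labelled mated at an unadjusted p under 0.05 were the chemokine CCL21, which draws T cells and dendritic cells to lymphatic vessels, and IL33, an alarm cytokine kept in the nucleus of barrier cells. CCL21 averaged 10.03 ± 0.53 in arrays labelled mated and 9.34 ± 0.45 in control, and IL33 7.76 ± 0.55 and 7.09 ± 0.57 (SD, n = 8 arrays each). C4A of the classical complement pathway (8.62 ± 0.37 and 8.12 ± 0.39), the coagulation inhibitor TFPI (5.68 ± 0.48 and 5.05 ± 0.38) and the interferon-induced OASL (5.39 ± 0.61 and 4.94 ± 0.17) were there too. Among the 100 lowest were the class I gene SLA-5 and PLAU, a protease of fibrinolysis. Adjusted p was 0.349 for CCL21, 0.363 for IL33, 0.392 for C4A, 0.326 for TFPI and 0.433 for OASL (limma). The genes of the paper's category are those of Table 5, given below.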

**Fig. 3:**
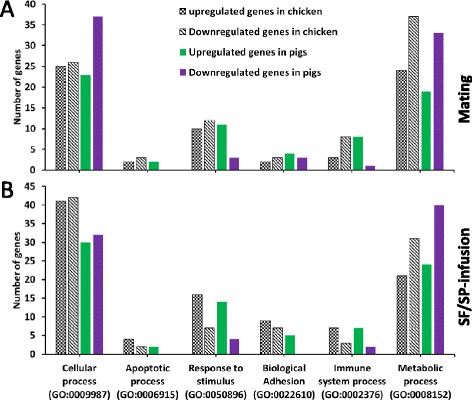
Biological process categories of top 200 differentially expressed genes (100 upregulated and 100 downregulated) selected from each comparison (mating versus control and SF/SP-infusion versus control in each animal class). The y-axis represents number of differentially expressed genes and the x-axis represents biological process categories analyzed by PANTHER gene ontology classification database. The black and white pattern columns represent differentially expressed genes in chicken while colored columns represent differentially expressed genes in pigs. **a**) Comparison between mating and control group of chicken and pig, **b**) comparison between SF/SP-infusion and control group of chicken and pig

Each one of the differentially expressed immune system process genes were followed to map their pathway hierarchy in different categories and subcategories of the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. The differentially expressed genes were mainly classified as the KEGG subcategory of immune system (10 genes), signal molecules and interaction (10 genes), signal transduction (8 genes) and endocrine system (3 genes). The pathways of these differentially expressed genes including UniProt molecular function as well as their possible role at the oviduct sperm reservoir after mating or SF/SP-infusion in chicken and pig are presented in Additional file 5: Table S5. A summary of these differentially expressed genes and their roles in immune defense is presented in Table 5.

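Of the immune genes taken from Table 5 and Table S5 for mating, DPP4, a peptidase on lymphocytes and epithelium that trims chemokines, stood furthest above control. It averaged 5.76 ± 0.58 in arrays labelled mated and 5.14 ± 0.53 in control (SD, n = 8 arrays each), with 7 of 8 mated arrays above the control mean. DRD2, a dopamine receptor, had 6.77 ± 0.59 and 6.21 ± 0.51. LY96, the partner of Toll-like receptor 4 in sensing endotoxin, had 6.86 ± 0.43 and 6.57 ± 0.65, and GZMK, a granzyme of cytotoxic T cells, 4.24 ± 0.61 and 4.04 ± 0.33. CD36, a scavenger receptor, had 5.41 ± 0.52 and 5.64 ± 0.76. CSMD3 had a log2 fold change of -0.48 (SE 0.36), LOC100513220 of -0.29 (SE 0.36) and PDZD2 of -0.07 (SE 0.22). In these 8 genes 4 were higher and 4 lower. Only DPP4 had an unadjusted p under 0.05 (limma, adjusted p = 0.392). Adjusted p was 0.447 for DRD2, 0.693 for LY96, 0.728 for GZMK and 0.787 for CD36 (limma). One CD36 value stands apart, 7.36 in control replicate 1 against 4.93 to 5.97 in the other control arrays, and without that array the log2 fold change of CD36 is 0.02.

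**Figure D2:**
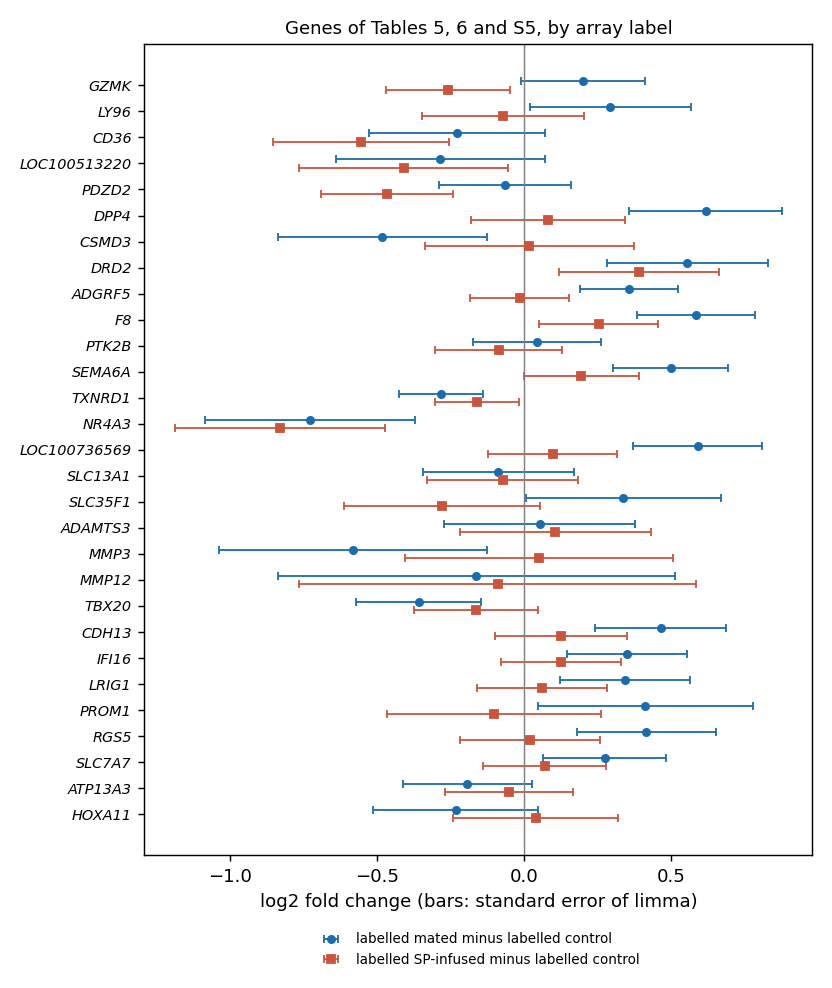
Log2 fold change ± SE (limma) of genes from Tables 5, 6 and S5, by array label. Circles compare arrays labelled mated with control and squares arrays labelled SP-infused with control.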

**Table 5:** Differentially expressed immune-modulatory genes in the oviductal sperm reservoirs. For details see Additional file 5: Table S5

Treatment	Animals	Local Immune defense (LID) at oviduct	Differentially expressed genes in the oviductal primary sperm reservoirs
Mating	Chicken	Enhance LID at UVJ	*CCR9, TNFSF4, TFPI*
		Suppress LID at UVJ	*LHX3, MASP1, NPY6R, NRXN1, F2, PTK2, HSPA13, NELL1*
	Pig	Enhance LID at UTJ	*GZMK, LY96, CD36, LOC100513220, PDZD2, DPP4*
		Suppress LID at UTJ	*CSMD3, DRD2, SELL*
SF/SP-infusion	Chicken	Enhance LID at UVJ	*DLK2, CCL1, CCR4, LIF, NOX3, ASTL*
		Suppress LID at UVJ	*ADCYAP1R1, DLL4, BPIL3*
	Pig	Enhance LID at UTJ	*GPR116, F8, GZMK, PTK2B, LY96, SEMA6A*
		Suppress LID at UTJ	*TXNRD1, NOR-1*

### Mating or SF-infusion changed the expression of the same genes in the oviductal sperm reservoir of both chickens and pigs in some instances

The common functional category genes from the top 200 differentially expressed genes of each animal class were identified after mating or sperm-free SF-infusion (Table 6). 

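SLC35F1, an orphan solute carrier, averaged 5.67 ± 0.73 in arrays labelled mated and 5.33 ± 0.89 in control, and SLC13A1, a sodium sulphate carrier of kidney and intestine, 6.21 ± 0.67 and 6.30 ± 0.40 (SD, n = 8 arrays each). The metalloproteinase MMP3, which degrades a wide range of matrix proteins, had 3.82 ± 0.87 and 4.40 ± 1.09, and the macrophage elastase MMP12 5.80 ± 1.41 and 5.97 ± 1.77. ADAMTS3, which processes procollagen, differed by 0.05 (SE 0.33) on a probe set other than the one in the paper's tables. TBX20, a T-box transcription factor, had 4.08 ± 0.30 and 4.44 ± 0.53. Against control the log2 fold changes were 0.34 for SLC35F1, -0.09 for SLC13A1, -0.58 for MMP3, -0.16 for MMP12 and -0.36 for TBX20, and none had an unadjusted p under 0.05. Adjusted p was 0.71, 0.92, 0.634, 0.943 and 0.53 in that order, and 0.962 for ADAMTS3 (limma). The SD of MMP12 exceeds 1 in each group, and 1 mated array has an MMP3 value of 5.78 against 3.04 to 3.99 in the others.
In the wider families, ADAM12, a metallopeptidase of growing mesenchyme, was lower in arrays labelled mated (5.55 ± 0.35 and 6.00 ± 0.39) and so was TBX19, the T-box gene of the pituitary (4.19 ± 0.20 and 4.51 ± 0.15; limma, adjusted p = 0.357 and 0.31). TBX19 passed when adjusted over the list alone. The 45 metallopeptidases had a median of -0.0258, with 20 higher and 25 lower, and the 11 T-box genes one of -0.0191 (camera, adjusted p = 0.775 and 0.896).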

In response to mating, the solute carrier family genes (*SLC16A2* and *SLC4A9* in chickens or *SLC13A1* and *SLC35F1* in pigs) were upregulated, while, the metalloproteinase group genes (*MMP27* in chickens or *ADAMTS3, MMP3* and *MMP12* in pigs) and the Tata box gene family (*TBX4* in chickens or *TBX20* in pigs) were downregulated. Among them, *SLC16A2* and *MMP3* were also found in the KEGG database of pathways. There were also common genes in both species that were differentially expressed after SF-infusion. However, none of them were found to have any KEGG pathways described to date.

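SLC35F1 averaged 5.05 ± 0.45 in arrays labelled SP-infused and 5.33 ± 0.89 in control, and SLC7A7, an exporter of cationic amino acids, 6.99 ± 0.42 and 6.92 ± 0.41 (SD, n = 8 arrays each). ATP13A3, a P-type ATPase that carries polyamines, had 8.30 ± 0.53 and 8.35 ± 0.57, and RGS5, a regulator of G protein signals in pericytes, 10.33 ± 0.57 and 10.31 ± 0.41. The adhesion gene CDH13 differed by 0.13 (SE 0.22), the growth factor regulator LRIG1 by 0.06 (SE 0.22), PROM1, a marker of epithelial progenitors, by -0.10 (SE 0.36), HOXA11, a positional gene of the uterus, by 0.04 (SE 0.28) and TBX20 by -0.16 (SE 0.21). With IFI16 these are 10 genes, 6 higher and 4 lower, 0 of them at an unadjusted p under 0.05. Adjusted p was 0.909 for SLC35F1, 0.961 for SLC7A7, 0.974 for ATP13A3, 0.992 for RGS5 and 0.941 for CDH13 (limma). CDH13 was the only one of them with an unadjusted p under 0.05 in arrays labelled mated, where it was higher by 0.46 (limma, adjusted p = 0.434). When each array was given a free weight to fit Table S4, which lists these genes, 7 arrays labelled mated and 1 labelled SP-infused had a positive weight. The value of CDH13 in arrays labelled mated is therefore not independent of that table.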

**Table 6:** Differentially expressed genes (top 200) with similar function(s) between animal classes

Treatment	Changes	DE genes in SR		Category of the DE genes	UniProt Biological process and molecular function	KEGG category	KEGG subcategory	KEGG pathways
		Hens	Sows					
Mating	UP	*SLC16A2, SLC4A9*	*SLC13A1, SLC35F1*	solute carrier family	Transmembrane transporter activity	Organismal system	Endocrine system	Thyroid hormone signaling pathway
	DOWN	*MMP27*	*ADAMTS3, MMP3, MMP12*	metallopeptidase	Metallopeptidase activity, regulation of cell migration	Environmental information processing	Signal transduction	TNF signaling pathway
		*TBX4*	*TBX20*	T-box family	Transcription factor activity	-	-	-
SF/SP-infusion	UP	*CDH17, CDH19*	*CDH13*	cadherin family	Cell adhesion	-	-	-
		*IFIT5*	*IFI16*	interferon induced protein	Activation of innate immune response	-	-	-
		*LRRC18, LRRTM4, LUZP2*	*LRIG1*	leucine-rich repeat protein	Cytokine mediated signaling	-	-	-
		*PROM2*	*PROM1*	prominin	Cholesterol/cadherin/actinin binding	-	-	-
		*RGS4*	*RGS5*	regulator of GPCR	G-protein coupled receptor activity	-	-	-
		*SLC10A2, SLC4A9*	*SLC35F1, SLC7A7*	solute carrier family	Membrane transporter activity	-	-	-
	DOWN	*ATP8B3*	*ATP13A3*	ATPase	Membrane transporter activity	-	-	-
		*HOXB9, HOXD12*	*HOXA11B*	homeobox	Cell chemotaxis, transcription factor activity	-	-	-
		*TBX4*	*TBX20*	T-box family	Transcription factor activity	-	-	-

### Permutation tested differentially expressed genes are also overrepresented in the category of immune functions

Since our previous analysis based on the top 200 differentially expressed genes (*p < 0.05*) based on fold changes (largest to smallest order) may contain a number of false positives, we performed an additional analysis using just the significantly differentially expressed genes (as determined by a 5% experiment-wide permutation threshold). These results are presented in the Additional file 6: Table S6, Additional file 7: Table S7, Additional file 8: Table S8, Additional file 9: Table S9, Additional file 10: Table S10 and Additional file 11: Table S11. In summary, a few immune function categories were enriched, while the GO analysis failed to detect immune functional genes in the chicken (for multiple group comparisons see Additional file 6: Table S6 and for pairwise comparison see Additional file 7: Table S7 and Additional file 8: Table S8). 

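The first 5 genes of Table S11 lay higher than control in arrays labelled SP-infused and further above it in arrays labelled mated. MDFIC, an inhibitor of MyoD family factors, was higher by 0.41 (SE 0.15) and 0.60, ARV1, a lipid transport protein, by 0.18 and 0.34, and the thrombin receptor F2R by 0.06 and 0.52. LOC100519361 was higher by 0.24 and 0.59. To 2 digits these are also the values of DEXI, so both names may stand for the same probe set. Together with ZNF404, 2 of the 5 had an unadjusted p under 0.05 in the comparison of SP-infused with control and 5 of 5 in that of mated with control. Adjusted p was 0.891 for MDFIC in arrays labelled SP-infused and 0.261 in arrays labelled mated (limma). When each array was given a free weight to fit Table S11, 5 arrays labelled mated and 3 labelled SP-infused had a positive weight. Higher values of these genes in arrays labelled mated may therefore follow from how that table picked them, and are not an independent result. The first 5 genes of Table S10 had these log2 fold changes in arrays labelled mated: CDHR3, a cadherin of ciliated cells, -0.46 (SE 0.39), the matrix glycoprotein EMILIN1 0.05, the glypican GPC3 0.12, LOC100154916 -0.11 and LOC100156740 -0.08. None of these had an unadjusted p under 0.05 (limma, adjusted p = 0.662 for CDHR3 and 0.951 for EMILIN1).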

In the pig, differentially expressed genes (for multiple group comparisons see Additional file 8: Table S8 and for pairwise comparison see Additional file 9: Table S9, Additional file 10: Table S10 and Additional file 11: Table S11) belonged to the immune function categories revealed by both enrichment and GO analysis. However, in both species the extent of over-representation of the immune function GO category was less when using only the genes that were significant with the permutation test, though in both cases fewer genes were used in the analyses.

## Discussion

In the present experiments the pattern of gene expression changes registered in the oviduct sperm reservoirs of zoologically distant modern, fertility-selected chicken and pigs were studied 24 h after mating or in vivo SF/SP-infusion. We find that both mating and sperm-free SF/SP insemination causes gene expression changes in the primary functional sperm reservoirs of hens and sows, as detected by cDNA microarray. One caveat with this is that two different microarrays have been used for these analyses (Affymetrix and Roche), which could lead to some variation in the results, despite the raw microarray data being normalized and processed similarly to provide a valid match of the pattern of gene expression changes between species.

### Mating and SF/SP-infusion modify gene expression in the oviductal sperm reservoirs in chicken and pigs

In the present study, the level of significance at an FDR adjusted *P* value < 0.05 excluded almost all genes, in fact all genes tested using domestic WL-chicken were excluded and only few genes in mated pigs were found to be significant. Although we are aware of the inclusion of several false positives (type I errors), we considered differentially expressed genes at a *p*-value of < 0.05 irrespective of FDR correction as suggestive, to compared the gene expression between commercial layer chickens and high fertility. Interestingly, the present results using WL-chickens differ with our previous study based on an Advanced Intercross Line (AIL, an intercross between Red Junglefowl and White Leghorn chickens) using the same platform, where fifteen genes were differentially expressed after mating [9]. Even more interestingly, the ancestor Red Junglefowl showed a more than 50-fold stronger differential expression [8] in response to mating or sperm-free SF-infusion, as compared to the AIL [9] and the WL here reported. Considering all these results, we assume that selection for higher fertility, at least in the chicken, might have an effect on gene expression in the oviductal sperm reservoirs after mating or artificial fertilization using a sperm-free SF-infusion. Consequently, we consider it possible that domestication and the selection for higher fertility has made the domestic hen oviduct less responsive to antigenic spermatozoa and seminal fluid. We cannot assume the same is happening in the pig, since we have not compared the modern pig with wild boar (*Sus scrofa*) under the same experimental conditions (mating or SP-infusion with controls) nor do we have evidence of such comparative studies being performed elsewhere.

The current results show that both mating and SF/SP-infusion are separately capable of modifying gene expression in the sperm reservoir (Fig. 2). However, irrespective of either mating or SF/SP-infusion, the number of differentially expressed genes varies; in the chicken, a large subset of genes were upregulated and comparatively a smaller subset of genes were downregulated (compare Fig. 2a with b), while in pigs, a small subset of genes were upregulated and comparatively a larger subset of genes were downregulated (compare Fig. 2c with d). Again in the chicken, a larger subset of differentially expressed genes in the UVJ were responsive to SF-infusion (476 upregulated and 387 downregulated), while a comparatively smaller subset of differentially expressed genes responded to mating (upregulated 152 and downregulated 83). In contrast, the pig UTJ responded to mating with modifications of gene expression for a larger subset of differentially expressed genes (upregulated 511 and downregulated 619), while SP-infusion only modified a comparatively small subset of differentially expressed genes (upregulated 213 and downregulated 343). 

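FANCD2, which repairs DNA at replication forks, averaged 6.86 ± 0.43 in arrays labelled SP-infused and 6.43 ± 0.37 in control, and POLA2 of the polymerase that primes replication 6.00 ± 0.41 and 5.71 ± 0.23 (SD, n = 8 arrays each). Of 45 genes of cell division 42 were higher in arrays labelled SP-infused than in control, with a median of 0.211 (camera, adjusted p = 7.2e-06, and adjusted p = 0.917 with an estimated correlation). Without SP-infused replicate 6 the call was lost (0.0436, adjusted p = 0.191), and the median was 0.0703 without control replicate 1, 0.329 without control replicate 4, 0.321 without SP-infused replicate 5 and 0.0742 without SP-infused replicate 8. SP-infused replicates 6 and 8 had list means of 1.19 and 0.902, against -0.359 to 0.113 in the other SP-infused arrays, and were not left out together. Those other SP-infused arrays lay within the range of control arrays (-0.897 to 0.662) and of mated arrays (-0.776 to 0.451). The list therefore shows no separation of SP-infused arrays apart from replicates 6 and 8. In the direct comparison 44 of the 45 were lower in arrays labelled mated than in SP-infused (median -0.317, camera, adjusted p = 3.2e-09, and adjusted p = 0.711 with an estimated correlation), with -0.163 without SP-infused replicate 6. Genes of smooth muscle, 17 of 19 higher in arrays labelled mated than in SP-infused, had a median of 0.183 (camera, adjusted p = 0.00125, and adjusted p = 0.72 with an estimated correlation). This call was lost without mated replicate 6 (0.102, adjusted p = 0.0531) or SP-infused replicate 6 (0.0781, 0.0867) or 7 (0.0722, 0.0894), and the median was 0.0958 without mated replicate 4, 0.111 without SP-infused replicate 3 and 0.286 without SP-infused replicate 1 or 2. In the same direct comparison genes of multiciliated cells were 30 of 31 lower in arrays labelled mated (median -0.189, camera, adjusted p = 0.00193, and adjusted p = 0.72 with an estimated correlation; lost without mated replicate 4, -0.095, 0.108, or 6, -0.0734, 0.193, or SP-infused replicate 7, -0.114, 0.211, and -0.302 without mated replicate 3). Those of secretory epithelium were 14 of 16 lower (median -0.240, camera, adjusted p = 0.0262, and adjusted p = 0.732 with an estimated correlation; lost without mated replicate 2, -0.225, 0.0681, 4, -0.106, 0.355, or 6, -0.0388, 0.723, or SP-infused replicate 3, -0.147, 0.294, 5, -0.234, 0.0732, 6, -0.143, 0.0867, or 7, -0.151, 0.352, and -0.377 without SP-infused replicate 1). Against control, smooth muscle genes were 18 of 19 lower in arrays labelled SP-infused (median -0.140, camera, adjusted p = 0.281) and secretory epithelium genes 12 of 16 higher (median 0.196, camera, adjusted p = 0.0455, and adjusted p = 0.917 with an estimated correlation; lost without control replicate 1, 0.131, 0.312, 4, 0.183, 0.0759, 6, 0.187, 0.0681, or 7, 0.0671, 0.615, or SP-infused replicate 3, 0.104, 0.276, 5, 0.214, 0.0591, 6, 0.143, 0.191, or 7, 0.113, 0.269, and 0.327 without control replicate 5 and 0.409 without SP-infused replicate 1). In each such list of values the median comes first and the adjusted p after it. In the direct comparison of arrays labelled mated with SP-infused, RPS6, a protein of the small ribosomal subunit, was lower by 0.65 in mated. DEPTOR, an inhibitor of mTOR, was higher by 0.40 there (limma, adjusted p = 0.998 each).
The paper states that more genes of the pig UTJ responded to mating than to SP-infusion, and that some genes were common to both. Counted by the labels at an unadjusted p under 0.05, genes found for mated alone were 292 higher and 774 lower, and for SP-infused alone 113 higher and 222 lower. With array medians made equal these were 613 and 360, and 161 and 168, and after cyclic loess 469 and 482, and 166 and 167. Without mated replicate 7 those higher for mated alone were 182, and without SP-infused replicate 6 those higher for SP-infused alone were 67. The direct comparison of arrays labelled mated and SP-infused had 920 probe sets at that threshold, 419 higher and 501 lower (588, 256 and 332 without SP-infused replicate 6, and 773 lower without SP-infused replicate 7), and 16 of 36 lists passed (0 with an estimated correlation). With array medians made equal its split was 696 higher and 331 lower, and after cyclic loess 542 and 563.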

The results indicate mating and/or SF/SP-infusion are able to induce gene expression changes including a certain subset of genes common to both treatments, primarily in pigs although a small number were also present in chickens (see the number of common genes shown in the Venn diagrams in Fig. 2).

The presence of spermatozoa in the sperm reservoir changed gene expression in the UVJ of the chicken [9–11] and in the oviduct of mice [7], similar to our current results. One could argue that since mating is the combination of spermatozoa and SF the subset of gene expression changes by the sperm-free SF-infusion should not differ from those differentially expressed genes modified by mating. Differences in anatomical location of the functional sperm reservoirs between the species might have influenced the dissimilar results obtained with the SF. For instance, the UVJ is quite close to the site of semen (or SF) deposition, while in the pig the UTJ is more distant from the cervix. However, any fluid placed in the cervix of pigs during artificial insemination is propelled to the UTJ within minutes, by way of contractions of the myometrium [40], an effect that is increased when seminal plasma is used [41]. Seminal fluid, which sperm are transported in in while being deposited into the female genitalia, contains a complex mixture of biological molecules, some of them (TGF-β, spermadhesins, β-defensins etc.) adsorbed to the sperm surface [19, 21, 28, 42, 43], that can be carried up to the oviduct by uterine contractions, the latter influenced by other SF-components, including hormones. SP-spermadhesins can for instance be adsorbed to the plasma membrane and transported to the UTJ [44] or all the way up to the oocyte zona pellucida [45]. However, it is still unclear whether sperm-free-SF/SP is able to reach to the oviductal sperm reservoir post-infusion. It has been shown that small- to medium-size molecules (similar to those components of the SP) suspended in buffer can pass to the oviduct of the pig, after cervical insemination [46]. Male chicken seminal fluid contains proteins identified as participating in defence and immunity processes [18, 19], also observed in our previous unpublished results. Chicken semen expresses different types of β-defensins, apparently to protect spermatozoa from microbial damage [47]. As well, TGF-β isoforms known to coat the surface of human spermatozoa [42], elicit changes in the UVJ of turkey hens [10].

To the best of our knowledge, this is the first study reporting that sperm-free-SF modifies gene expression in the oviduct sperm reservoirs of both chickens and pigs, with certain gene expression changes common to either semen or sperm-free SF deposition. Such results reinforce previous findings in cervical cells [48] and uterus [24] where components of the SF play central roles, including peptides, proteins and even microRNAs [49]. Sperm-free SP has been reported as being necessary to increase the expression of genes mainly related to cytokine synthesis in the mouse uterus [24]. A similar study found, however, low gene expression changes in the oviduct of the very same species [7]. Interestingly, our present results showed that sperm-free SF/SP could be a central player for gene expression changes related to cytokine production in the sperm reservoir (Tables 2 and 4). On the other hand, mating-induced enrichment in this GO category is either absent in chickens UVJ (Table 1) or very low in pig UTJ (Table 3). These results suggest, in agreement with Schjenken et al. [24], that there are components in the SF/SP that modulate cytokine production in the female, including genomic changes.

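CCL20, which recruits immature dendritic cells and T-helper 17 cells, averaged 2.65 ± 0.15 in arrays labelled SP-infused and 3.71 ± 1.52 in control (SD, n = 8 arrays each), and CXCL10, known as IP-10, was lower by 0.32. The lymphatic chemokine CCL21 lay on the other side (9.85 ± 0.55 and 9.34 ± 0.45). Of 57 cytokine and chemokine genes 20 were higher and 37 lower in arrays labelled SP-infused, with 1 in each direction at an unadjusted p under 0.05 and a median of -0.0742 (camera, adjusted p = 0.366). In arrays labelled mated 27 were higher and 30 lower, 2 and 6 of them at that threshold, with a median of -0.0173 (camera, adjusted p = 0.717). The 6 lower ones include OSM, a cytokine of the interleukin-6 family (4.50 ± 0.25 and 4.83 ± 0.23), and IL17F, a product of T-helper 17 cells (4.47 ± 0.11 and 4.77 ± 0.27; limma, adjusted p = 0.349 each). The means of both lie below a log2 value of 5, where signal is low. Over all genes, leaving out probe sets with a mean below 5 took the lower ones for mated from 946 to 515. The adjusted p of CCL20 and CCL21 for SP-infused arrays was 0.891 (limma).
Of the genes that the paper discusses from other studies, the Toll-like receptor TLR4 was higher by 0.24 in arrays labelled mated and 0.15 in SP-infused, and PTGS2, the inducible cyclooxygenase, by 0.11 and 0.20, the latter turning to -0.04 without control replicate 1 and -0.01 without control replicate 3. TGFB3, a growth factor that dampens immune responses, had 0.20 and -0.28. None of 8 such genes had an unadjusted p under 0.05 against control, with adjusted p of 0.695 for TLR4 and 0.738 for TGFB3 in arrays labelled mated (limma).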

### The local immune defence is modulated by either mating or SF-infusion

The shift, either induced by mating or by sperm-free SF-infusion, of genes belonging to the immune function category of GO biological process is statistically overrepresented when compared with the reference genome in both species (Tables 1, 2, 3 and 4). Interestingly, the insemination of sperm-free SF caused the highest overrepresentation of a larger number of immune system function categories in both species compared to mating, in either species. Within mating, however, the fold enrichment in the statistical overrepresentation was found to be highest in the chicken. Considering that mating implies that both SF/SP and spermatozoa are involved, the data suggest that the presence of spermatozoa potentially suppress the influence of components of the seminal fluid. Similar functions, albeit to a lesser extent, are also revealed by the bioinformatics analysis of the more stringent subset of differentially expressed genes significant at a 5% permutation threshold (Additional file 6: Tables S6, Additional file 7: Table S7, Additional file 8: Table S8, Additional file 9: Table S9, Additional file 10: Table S10 and Additional file 11: Table S11). Pathway analysis of the top 200 differentially expressed genes showed that most of these genes were involved in the GO category of cellular and metabolic processes (Fig. 3a-b) in both the chicken and the pig. This finding is consistent for post-mating studies in mice [7] and in a chicken AIL (Red Junglefowl x White Leghorn) [9]. The patterns (ratio between up and downregulated genes) of mating-induced differentially expressed genes in the GO term categories were similar between species with the exception of the immune system process and stimulus-responsive genes (Fig. 3a). However, the SF-infusion upregulated a larger subset of immune system process genes (7 genes in chicken and 7 genes in pigs) compared to the smaller subset of downregulated genes in this category (3 genes in chicken and 2 genes in pigs) (Fig. 3b). 

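NR4A3, an immediate early nuclear receptor, is the gene of Table S5 for SP-infusion with the lowest p. It averaged 4.13 ± 0.27 in arrays labelled SP-infused and 4.96 ± 1.21 in control (SD, n = 8 arrays each), and 0 of 8 SP-infused arrays lay above the control mean. That mean depends on single control arrays. The log2 fold change of NR4A3 was -0.83 with all arrays, -0.56 without control replicate 8 and -0.98 without control replicate 5. F8, the clotting factor made in endothelium, had 7.79 ± 0.47 and 7.54 ± 0.45, GZMK 3.78 ± 0.35 and 4.04 ± 0.33, and TXNRD1, which keeps thioredoxin reduced, 8.27 ± 0.20 and 8.43 ± 0.34. The kinase PTK2B differed by -0.09 (SE 0.22), LY96 by -0.07 (SE 0.28), the semaphorin SEMA6A by 0.19 (SE 0.20), the adhesion receptor ADGRF5 by -0.02 (SE 0.17) and LOC100736569 by 0.10 (SE 0.22). Among these 9 genes 3 were higher and 6 lower. Only NR4A3 had an unadjusted p under 0.05 (limma, adjusted p = 0.891). Adjusted p was 0.891 for F8 and GZMK, 0.893 for TXNRD1 and 0.901 for SEMA6A (limma).
In arrays labelled mated 7 of the same 9 genes were higher than control, 4 of them at an unadjusted p under 0.05: F8 (8.13 ± 0.35 and 7.54 ± 0.45), SEMA6A (0.50, SE 0.20), ADGRF5 (0.36, SE 0.17) and LOC100736569 (0.59, SE 0.22). Their adjusted p was 0.349, 0.369, 0.424 and 0.361 (limma). The paper's fold changes of these genes for SP-infusion are those of Table S4. When each array was given a free weight to fit that table, 7 arrays labelled mated and 1 labelled SP-infused had a positive weight. Higher values in arrays labelled mated may therefore follow from how the genes were picked. They are no separate evidence of a response to mating.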

Immune system process genes are considered to be one of the central players in sperm survival in the oviduct sperm reservoirs. The bioinformatics investigation of our present data revealed that a large subset of differentially expressed genes are involved in the suppression of local immune defence in the sperm reservoir in the chicken after mating (Table 5). Our previous microarray study in the AIL-chicken, which has a moderate egg-laying capacity [50], showed that mating induced immune modulatory gene expression changes [9]. Das et al. 2009 [11] reported that immune modulatory TGFβ isoforms and their receptors are expressed in the UVJ of WL-hens in the presence of resident sperm. In contrast, mating-induced expression changes of immune system process genes in the UTJ of pigs were largely involved in immune activation. A microarray study in mice [7] reported that immune defence genes were also upregulated in the oviduct after mating. In all these studies, the interval between sperm deposition and the gene expression changes was restricted, covering the time spermatozoa were present in the sperm reservoir, and activation could thus be considered to play a role in the elimination of redundant spermatozoa and foreign proteins/pathogens, cleansing the internal genital tract for the descending embryos. In the chicken, where such events of internal embryo development do not exist, spermatozoa are present for weeks in the sperm reservoirs and the initial activation has to be rapidly changed to suppress the immune rejection of the foreign spermatozoa, thus protecting the sperm prior to transport to the site of fertilization. To what extent the sperm-free SF interplays with the above events remains to be explored, particularly in relation to which components signal the genomic shifts that we observed.

### Chicken and pig oviduct sperm reservoirs conserve common mechanisms of pH-regulation and immune-modulation

To assess the potential for overlap in genes within a similar functionality group potentially common between chicken and pig, the top 200 differentially expressed genes (100 upregulated and 100 downregulated genes) whose expression was modified either by mating or by SF-infusion in chicken or in pig, were compared. A total of 30 genes of few functional categories were shared between chickens and pigs amongst the most differentially expressed (i.e. within the top 200) in each comparison (Table 6). The genes that were identified in the common functional categories for chickens and pigs from these top 200 differentially expressed genes play prominent functions in either species, such as pH regulation (cell membrane transporters-solute carrier family genes e.g. avian *SLC16A2*, *SLC4A9*, *SLC10A2* or porcine *SLC13A1*, *SLC35F1*, *SLC7A7* and ATPases genes e.g. avian *ATP8B3* or porcine *ATP13A3*) or immune-modulation (metallopeptidases genes e.g. avian MMP27 or porcine *ADAMTS3*, *MMP3*, *MMP12* and interferon induced protein related genes- e.g. avian *IFIT5* or porcine *IFI16*), confirming previous findings in the chicken using an AIL [9] and in mice [7] oviducts.

Spermatozoa are apparently quiescent while stored in the oviduct functional sperm reservoir, their motility increasing when leaving the reservoir [51–53]. Sperm motility is highly sensitive to pH and it is rapidly affected by changes in pH levels. In domestic poultry (chickens, quails and turkeys) and mammals (cows and pigs), *in vitro* studies revealed that sperm motility is highest at an alkaline pH and it is possible to alter them towards quiescence if they are exposed to a low pH [54, 55]. In chickens, pH values below 7.8 inhibit sperm motility, and at this level sperm motility remains low, while raising the pH value 0.2 units and higher provides vigorous sperm motility [53]. The pig cauda epididymis has a pH value around 6.5 with quiescent spermatozoa [56]; their motility becoming activated by exposure to high pH or increasing bicarbonate levels [55, 56]. The sperm reservoirs of the sow register lower pH levels (6.7) compared to the upper tubal segments where fertilization takes place (ampullary-isthmic junction: 7.5; ampulla: 8.3 [54]) adding circumstantial evidence to the suggestions that changes in pH from acidic to alkaline would also regulate sperm transfer to the fertilization site [57]. The genes of solute carrier family and ATPases are involved in pH regulation by exchanging protons, ions and HCO_3_^−^ between the intra and the extracellular space [58–61]. 

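SLC9A4, a sodium-proton exchanger of the basolateral membrane, averaged 5.05 ± 0.51 in arrays labelled mated and 5.77 ± 0.58 in control, and SLC9A7, the exchanger of the Golgi, 6.14 ± 0.53 and 5.67 ± 0.36 (SD, n = 8 arrays each). The lactate carrier SLC16A7 was higher by 0.38 and ATP4A, the proton pump of the stomach, lower by 0.19. Of 48 acid-base transport genes 28 were higher and 20 lower, with a median of 0.042 (camera, adjusted p = 0.307). Adjusted p was 0.366 for SLC9A4 and 0.405 for SLC9A7 (limma). In arrays labelled SP-infused the bicarbonate carrier SLC4A7 (8.62 ± 0.23 and 9.11 ± 0.41) and the proton channel HVCN1 (5.57 ± 0.31 and 6.02 ± 0.32) were lower than in control (limma, adjusted p = 0.891 each). There the acid-base list had 22 higher and 26 lower and a median of -0.0165 (camera, adjusted p = 0.794).
The solute carriers as a family, 233 genes, were 101 higher and 132 lower in arrays labelled mated, with 14 in each direction at an unadjusted p under 0.05, and 102 higher and 131 lower in SP-infused, with 9 and 6. Their medians were -0.0359 and -0.0229 (camera, adjusted p = 0.717 and 0.776). The 28 P-type ATPases, with ATP10B lower by 0.28 in arrays labelled mated, had a median of -0.0402 there and -0.0404 in SP-infused (camera, adjusted p = 0.883 and 0.648). Of the 100 highest genes of the mated comparison 5 were solute carriers, namely SLC16A12, SLC25A43, SLC38A11, SLC46A3 and SLC9A7, and of the 100 lowest 2 were, SLC6A7 and SLC9A4, all listed after their values were seen.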

Regulation of sperm motility in the oviduct sperm reservoir of either species might, therefore, be controlled through modifications of the expression of these genes of the solute carrier family and ATPases, such as the ones reported here by mating and SF/SP-infusion.

The identified genes of immune modulatory function that were common between animal classes were either upregulated or downregulated by either mating or sperm-free SF/SP. Matrix metallopeptidase genes (*MMP27* in chicken, or their counterparts in pig *ADAMTS3, MMP3* and *MMP12*) were downregulated post-mating while genes controlling interferon-induced proteins (*IFIT5* in chicken, or *IFI16* in pig) were upregulated after SF/SP-infusion (see Table 6). Matrix metalloproteinases (MMPs) and interferon-induced proteins were previously detected in the oviduct of chickens [62], mice [63] and cows [64]. The previous reports suggested that matrix metalloproteinases are involved in immunomodulation [65]. The *MMP-27* gene is expressed in the CD163^+^/CD206^+^ M2 macrophages in the cycling human endometrium [66], *MMP-3* KO-mouse reduced neutrophil influx in immune-mediated lung injury [67] and macrophage number in atherosclerotic plagues [68]. The *MMP-12* KO-mouse also reduced neutrophil influx in immune-mediated lung injury [69], macrophage migration [70] and reduced active TNF-α release from macrophages [71]. Therefore, downregulation of these genes might have an immune-suppressive role in the oviductal sperm reservoir in either animal class hereby considered. However, SF-insemination upregulated the expression of *IFIT5* and *IFI16* that might play role in immune-activation in the sperm reservoir since these genes were reported to have potential roles in enhancing innate immune and inflammatory response [72, 73]. Interestingly, these genes (*IFIT5* and *IFI16*) were not upregulated post-mating in the sperm reservoir, and appeared to be suppressed by the presence of spermatozoa in either species, following our bioinformatics analysis of overrepresented immune function categories. This suggests these genes help create an immune-balanced physiological environment tailored for sperm survival. However, more research is necessary to expand upon such mechanisms.

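IFI16, a sensor of foreign DNA that triggers interferon and inflammasome responses, averaged 7.67 ± 0.45 in arrays labelled mated, 7.45 ± 0.39 in SP-infused and 7.32 ± 0.45 in control (SD, n = 8 arrays each). It was above the control mean in 6 of 8 mated and 5 of 8 SP-infused arrays. The log2 fold changes were 0.35 (SE 0.20; limma, adjusted p = 0.52) and 0.13 (SE 0.20; limma, adjusted p = 0.936). Other genes induced by interferon differ in direction. IFIT2, which binds viral RNA, had 6.03 ± 0.26 in arrays labelled SP-infused and 6.94 ± 1.02 in control, and IRF7, a transcription factor of the interferon response, 5.82 ± 0.15 in arrays labelled mated and 6.10 ± 0.20 in control (limma, adjusted p = 0.891 and 0.349). The 32 interferon-stimulated genes had a median of -0.0664 in arrays labelled mated and -0.0384 in SP-infused (camera, adjusted p = 0.775 and 0.776). Mated replicate 6 has the lowest mean of this list, -0.893 against -0.116 to 0.543 in the other mated arrays.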

## Conclusion

Chickens and pigs apparently share common functional genes that induce changes post-mating that influence mechanisms for pH-regulation. The upregulated genes are often found to be the solute carrier family genes (*SLC16A2, SLC4A9, SLC35F1* and *SLC35F1*), whilst matrix metalloproteinases (*MMP27, ADAMTS3, MMP3* and *MMP12*) are downregulated, indicating potentially conserved mechanisms govern fertility in these two species.

## Additional files

Additional file 1: Table S1. Differentially expressed genes in the UVJ of mated hens compared to control. (XLSX 42 kb)
Additional file 2: Table S2. Differentially expressed genes in the UVJ of sperm-free SF-inseminated hens compared to control. (XLSX 105 kb)
Additional file 3: Table S3. Differentially expressed genes in the UTJ of mated sows compared to control. (XLSX 205 kb)
Additional file 4: Table S4. Differentially expressed genes in the UTJ of sperm-free SP-inseminated sows compared to control. (XLSX 135 kb)
Additional file 5: Table S5. Differentially expressed immune system process genes in the oviductal sperm reservoirs of chicken and pigs. (DOCX 28 kb)
Additional file 6: Table S6. Differentially expressed genes (multiple condition comparisons) with permutation test in chicken. (XLSX 20 kb)
Additional file 7: Table S7. Differentially expressed genes (mating vs control) with permutation test in chicken. (XLSX 17 kb)
Additional file 8: Table S8. Differentially expressed genes (SF vs control) with permutation test in chicken. (XLSX 19 kb)
Additional file 9: Table S9. Differentially expressed genes (multiple group comparisons) with permutation test in chicken. (XLSX 39 kb)
Additional file 10: Table S10. Differentially expressed genes (mating vs control) with permutation test in pig. (XLSX 16 kb)
Additional file 11: Table S11. Differentially expressed genes (SP vs control) with permutation test in pig. (XLSX 40 kb)

## Abbreviations

cDNA: Complementary deoxyribonucleic acid
GO: Gene ontology
RNA: Ribonucleic acid
SF: Seminal fluid
SP: Seminal plasma
TLR4: Toll-like receptor 4
UTJ: Utero-tubal junction
UVJ: Utero-vaginal junction

# Supplementary material for: Conserved gene expression in sperm reservoirs between birds and mammals in response to mating
**Source:** BMC Genomics. 2017 Jan 18;18:98. doi: 10.1186/s12864-017-3488-x
**Supplement:** Additional file 5: Table S5. — Differentially expressed immune system process genes in the oviductal sperm reservoirs of chicken and pigs.

Supplementary table S5. Differentially expressed immune system process genes in chicken and pigs analyzed by PANTHER gene ontology classification database involved in different molecular functions and pathways analyzed by UniProt and Kyoto Encyclopedia of Genes and Genomes.

How the deposited data were processed for this re-analysis (not part of the article)

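The pig data are the processed values of 24 Affymetrix Porcine Gene 1.0 ST arrays of UTJ tissue, 8 labelled control (50 ml of Beltsville Thawing Solution), 8 labelled mated and 8 labelled SP-infused (50 ml of SP), all collected 24 h after treatment. Samples were grouped by these labels alone. The paper's pig methods give the same extender for control sows, while its design describes control females as neither mated nor inseminated. The paper has 4 sows per group with a left and a right UTJ each, and which arrays share a sow is not given in the sources used here, so each array was a unit of its own and p-values over arrays are too small. The chicken arrays and the raw probe intensities were not used here.

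By their processing notes the authors made the values with RMA in the oligo package and compared groups with limma, with no versions stated. The deposited values are log2 intensities, 1 value per probe set and array, and were taken as they are. Their distributions are not identical between arrays, with medians from 5.80 to 5.99 in control, 5.75 to 5.87 in mated and 5.80 to 5.90 in SP-infused arrays and SDs of 1.91 to 2.13, 2.04 to 2.13 and 2.06 to 2.14. Arrays have no read depth, so precision rests on the 8 arrays of a group. The annotation of the array gives 1 gene symbol to 13323 of 27558 probe sets, several to 357 and none to 13878. Of 13190 probe sets with a gene number 12925 were found in the gene table of the pig assembly, and 7 carried another symbol there. Where a gene had several probe sets, the one with the highest mean over all arrays stood for it. Genes named in the text are the pig genes of the paper's text and of Tables 5, 6 and S5 with 9 from its background, the first 5 of Tables S10 and S11, the 5 with the lowest p in each direction of a comparison (since none passed), and of each list the 2 to 4 members with the lowest p. The values in the paper's tables had been seen when this rule was set, and exceptions are marked where they stand. Not every gene under this rule is reported here, and tallies cover those that are. IL1B was left out, because its probe set carries more than 1 symbol.

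Computations were done in R 4.3.3 with limma 3.58.1. A linear model with a mean per group was fitted over the 24 arrays, followed by empirical Bayes moderation, and each of 3 comparisons (mated against control, SP-infused against control, mated against SP-infused) was adjusted by Benjamini-Hochberg over all probe sets. Counts are given at an adjusted p under 0.05 and, as in the paper, at an unadjusted p under 0.05. Means, SDs and standard errors are on the log2 scale. The permutation threshold was built from the paper's description, which can be read in more than one way, with 100 permutations of the group labels, where the lowest 1% of p-values of each were kept and the 5% point of all kept values was the threshold. It was taken from an F test over 24 arrays and from pairwise fits of 16 arrays. Probe sets common to the comparisons with control were compared with 100 data sets simulated without change and with 70 splits of the controls into sets of 4 arrays.

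Gene lists for cell types, pathways and gene families numbered 36, and each was tested with camera in limma at the preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists in each comparison. Camera with a correlation estimated for each list, the rotation test fry, and 10000 random lists matched on mean value were run beside it. Lists needed 5 measured genes or more. Label splits were 100 for each comparison, the real one included.

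The steps were tested on simulated data built from these arrays, in 20 draws with 200 changed probe sets. For mated against control 40.8%, 88.1% and 98.7% of probe sets changed by a log2 fold of 0.5, 1 and 2 were called, with a median of 1 other probe set, and for SP-infused against control 42.3%, 87.5% and 98.6% with a median of 2.5. The draws shuffled single arrays and so parted arrays of the same sow, which may make these shares too high. A list of 30 genes drawn at random and shifted by 0.3 was called at an unadjusted p under 0.05 in 100% of draws. Genes drawn at random need not vary together as those of a real list may, so power for the real lists was not tested. In the same draws camera called a median of 11 lists without a shift at the preset correlation and 0 with an estimated one, at an adjusted p under 0.05. A fit of free array weights to a simulated table of 159 probe sets gave back the weight class of 24 of 24 arrays, with a largest error of 0.158. That table was made from these same values with known weights and without another normalization.

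Alternatives chosen in advance were pairwise fits of 16 arrays, leaving out probe sets with a mean log2 value below 5 (17881 remain), making the array medians equal, cyclic loess between arrays, a variance prior with trend and robust settings, array weights, the replicate number as a block, leaving out each array in turn, counting genes in place of probe sets, splitting the controls, an unadjusted p under 0.002, and the other list tests. A second form of the permutation threshold, the 1% point of each permutation, was chosen after seeing the data. The first form put the threshold at p = 0.000623 for all conditions, 0.000579 for mated and 0.000453 for SP-infused against control, and the second at 0.00322, 0.00354 and 0.00258 by permutation. The paper's legend of Table S9 names chicken; it was read as a pig table, since all 159 identifiers are probe sets of this array. The GO and KEGG analyses of the paper were not analysed here.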

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

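The tests that weigh the 3 patterns below were chosen after the results were seen. The splits of the arrays were set in advance.

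A sample counted as standing apart when its gap to the nearest of the 8 arrays of its label was too large a share of their range (Dixon's 95% point for 8 values). Over 231 groups of values 11 stood apart, where chance at 1 in 20 expects 11.6, and 4 of the 11 belong to control replicate 1. That array had an SD over probe sets of 1.91 (2.06 to 2.13 in the other controls), a quantile deviation of 0.220 (0.0310 to 0.0794), a mean correlation with its own group of 0.953 (0.968 to 0.976) and a CD36 value of 7.36 (4.93 to 5.97). SP-infused replicate 1 had a red blood cell list mean of 0.345 (-0.183 to 0.0629 in the others), mated replicate 3 a B and plasma cell mean of 1.01 (-0.329 to 0.168), control replicate 7 a mast cell and eosinophil mean of -0.278 (-0.0508 to 0.153) and mated replicate 6 an interferon-stimulated mean of -0.893 (-0.116 to 0.543). Single genes standing apart were MMP3 at 5.78 in mated replicate 7 (3.04 to 3.99), LRIG1 at 7.14 in mated replicate 3 (5.39 to 6.09) and HOXA11 at 3.92 in SP-infused replicate 5 (5.19 to 6.20).

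The paper tests GO categories, not these gene lists, though its Table 4 names antigen presentation by MHC class II for SP-infusion. Lists higher than in control at the preset correlation were, for mated, antigen presentation (median log2 fold change 0.155) and stromal fibroblasts and matrix (0.101). For SP-infused against control they were cell division (0.211), protein folding in the endoplasmic reticulum (0.120), proteasome (0.111), mitochondrial respiratory chain (0.0812) and secretory epithelium (0.196). With an estimated correlation none of these passed. Lists that differed between arrays labelled mated and SP-infused by the direct test were cell division (-0.317), ribosomal proteins (-0.0779), proteasome (-0.145), mitochondrial respiratory chain (-0.106), smooth muscle (0.183), multiciliated cells (-0.189), protein folding in the endoplasmic reticulum (-0.107), stromal fibroblasts and matrix (0.0868), T and NK cells (0.0684), macrophages and monocytes (0.179), core histones (-0.272), cytokines and chemokines (0.0616), complement and coagulation (0.0713), antigen presentation (0.0993), secretory epithelium (-0.240) and metallopeptidases (0.0485), again 0 with an estimated correlation. Whichever single array was left out, 0 of 4 lists for mated and 3 of 6 for SP-infused against control still passed, and 4 of 16 in the direct test: cell division, ribosomal proteins, proteasome and mitochondrial respiratory chain. SP-infused replicates 6 and 8 stand above the other SP-infused arrays in cell division (1.19 and 0.902 against -0.359 to 0.113) and proteasome (0.348 and 0.388 against -0.105 to 0.106). Their deviations from the label mean correlated at 0.466, and they were not left out together. Leaving out 1 array therefore does not show that these lists hold without both. The other SP-infused arrays lie within the range of control arrays (cell division -0.897 to 0.662, proteasome -0.449 to 0.210). They also lie within that of mated arrays (-0.776 to 0.451 and -0.327 to 0.169). In these 2 lists SP-infused arrays show no separation apart from replicates 6 and 8.

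The first pattern is that fold changes by label do not follow the paper's Tables S3, S4 and S10 or the SP-infusion column of Table S9 (r of 0.0499, -0.00749, -0.507 and -0.163), while the mating column of Table S9 and Table S11 do (0.781 and 0.752). When each of the 24 arrays was given a free weight, the mating column of Table S9 was explained with a share of 0.997 of the variance of probe sets left out of the fit, so these tables could rest on another grouping of the same arrays than the labels. Only 8 of 24 arrays had the weight of their label, which argues against another normalization of arrays grouped by the labels. The simulated check of the weights held no other normalization, so it is not excluded. Whether 1 grouping lies behind all tables cannot be told. There were 4 arrays with a positive weight both in the mating column of Table S9 and in the SP-infusion column of Table S11. But Table S3, which correlates with that mating column at 0.969 over shared probe sets, also gave other weights. There the mated arrays were 1 negative, 6 near zero and 1 positive. By label, the mating column had 4 control arrays negative, 2 near zero and 2 positive, mated arrays 0, 5 and 3, and SP-infused arrays 4, 1 and 3. No array was moved to another group here, and a biological explanation does not apply to a difference between labels and tables.

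A second pattern is the excess of lower probe sets in arrays labelled mated, 74.8% of those at an unadjusted p under 0.05. The share after cyclic loess was 52.4%, but loess centres the fold changes (median -0.00218, from -0.0472), which by itself brings a near-even split, so scaling and a real shift cannot be told apart. Control replicate 1 is excluded as the whole cause, since 68.4% were lower without it. In 17 of 100 splits the share in the commoner direction was as large, the highest other being 88.5%. A response to mating as the source of the excess was not tested apart from these.

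The third pattern is the set of 16 lists between arrays labelled mated and SP-infused, a count reached in 4 of 100 splits with 17 as the highest other. It is 1 of 16 measures split this way, the splits part arrays of 1 sow, and the preset correlation called a median of 11 unshifted lists in simulation, so a random grouping is not ruled out. A lower share of epithelium in the tissue of arrays labelled mated could give it, since 9 of 9 cell type lists outside the epithelium had a median above 0 and multiciliated cells (-0.189) and secretory epithelium (-0.240) lay below. But B and plasma cells (0.00614), red blood cells (0.0139) and mast cells and eosinophils (0.0248) lay close to 0. With an array left out, 14 medians of the 9 lists were at or below 0 (B and plasma cells -0.0976 without mated replicate 3). Spermatozoa and uterine positional genes were not among the 9, and with them 10 of 11 lay above 0. So a lower share of epithelium cannot be told, nor whether treatment or dissection would change the share. With an estimated correlation the lowest adjusted p was 0.711, so the lists may also vary together between sows.

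In the other splits of the arrays, the count of probe sets at an unadjusted p under 0.05 was as large in 7 of 100 for mated against control (3142, highest other 4742), in 32 for SP-infused against control (1420, highest other 6175) and in 50 for mated against SP-infused (920, highest other 5150). The count at an adjusted p under 0.05, 0 in each, was as large in 100 of 100, with 229, 26 and 1010 as the highest others. Lists passing numbered 4 for mated against control, as many in 91 of 100 splits (highest other 18), and 6 for SP-infused against control, as many in 69 (highest other 14). The share in the commoner direction was 72.9% for SP-infused against control, as large in 23 splits (highest other 89.1%), and 54.5% for mated against SP-infused, as large in 72 (highest other 86.0%). Probe sets common to both comparisons, 640, were as many in 9 of 100 (highest other 2095). Past the permutation threshold, 23 for all conditions were reached in 13 of 100 (highest other 148), 44 for mated against control in 9 (highest other 81) and 7 for SP-infused against control in 39 (highest other 153). Some splits called several times the real counts, so the arrays differ by something other than their labels.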

How the results depend on the processing

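All alternatives were set in advance except the second form of the permutation threshold, which was chosen after the result was seen. No named gene passed an adjusted p under 0.05 in 6822 values, of which 190 changed sign, 4 of them for a fold change beyond 0.2: CD36, mated against control (0.0170 without control replicate 1), and PTGS2, SP-infused against control (-0.0360 and -0.0134 without control replicates 1 and 3, -0.0733 with array weights). Named genes at an unadjusted p under 0.05 ran from 22 to 36 for mated and 14 to 22 for SP-infused against control. Of 3336 list values 3193 stayed on their side of the threshold, 102 no longer passed, 40 newly passed in the direction camera gave with all arrays and 1 in the other: B and plasma cells, mated against SP-infused, at -0.0976 without mated replicate 3 (0.00614 with all, 0.0345 without mated replicate 1). Medians changed sign in 276, 0 of them in lists that passed with all arrays. Probe sets of low signal lie near background, and with 8 arrays per group of unknown pairing small changes are not resolved. Causes were not tested unless fewer probe sets or arrays explain a count.

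With probe sets of mean log2 value at least 5 alone, fewer are tested: mated against control 1904 (lower 1289), SP-infused against control 804 (lower 480), mated against SP-infused 584 (higher 249), both comparisons 364 (lower 217). Counting genes with a symbol gave 1318, 585, 417 and 247. With array medians made equal, mated against control had 1543 higher and 1154 lower, SP-infused against control 611 and 675, mated against SP-infused 696 and 331, both comparisons 298 and 231, and 2 lists passed for mated against control. Cyclic loess gave 1304 and 1437, 615 and 650, and 268 and 245 in both. Probe sets in both comparisons were 127 with the controls split and 12 at an unadjusted p under 0.002. An estimated correlation left 0, 0 and 0 lists; random lists of like mean gave 14 for mated and 12 for SP-infused against control. The permutation threshold counted as genes gave 3 (all conditions), 13 (mated) and 0 (SP-infused), 119, 233 and 42 as the 1% point of each permutation, the form added later, and 4 for SP-infused in 1 fit over 3 groups.

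Leaving out 1 array at a time, probe sets at an unadjusted p under 0.05 ran from 929 to 2179 for SP-infused against control (lower 633 to 1695, both extremes from control replicates 1 and 5), from 588 to 1296 for mated against SP-infused (higher 256 to 604, lower 332 to 773), and from 376 to 1180 in both comparisons (lower 252 to 953). Those at an adjusted p under 0.05 for mated against control ran from 0 to 2 (2 without control replicate 7, 1 without mated replicate 2, none with a symbol), and lists passing there from 0 to 6.

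With the replicate number as a block, the counts were 3054, 1403 and 1017, with 632 in both comparisons, 0 at an adjusted p under 0.05, and 4, 6 and 16 lists, each also called without the block. Of 24 pairs of arrays with the same number 9 had a correlation over 0.1 (lowest -0.400, highest 0.502), and 4 of 24 arrays were closest to their own number, so the numbers give no pairing.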

Differences from the paper's values

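The 1% point form of the permutation threshold was chosen after the result was seen. The other alternatives named below were set before the data were examined; those not named as closing a difference leave it. A count differs when it or the paper's is over 1.5 times the other. A fold change differs when its sign is opposite to the paper's or its distance from the paper's exceeds the SD of replicates. Leaving out 1 array was run for the counts at an unadjusted p and for the fold changes, and at the permutation threshold it was not.

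At an adjusted p under 0.05 with a log2 fold change beyond 1, the paper has 3 genes up and 25 down after mating and 0 and 0 were found by the labels (limma, with 3142 probe sets at an unadjusted p under 0.05). Leaving out 1 array gave 0 to 2 probe sets at an adjusted p under 0.05, none with a symbol or in Table S3. Table S3 holds 89 of the paper's genes at an adjusted p under 0.05, 29 higher and 60 lower, of which 3 and 13 lie beyond a log2 fold change of 1, and 0 genes were found by the labels under the alternatives run. Past the permutation threshold the paper has 159 for all conditions, against 23 here (3 counted as genes also differs). For mating the paper has 14, against 44 here; counted as genes it is 13, which does not differ, though 0 of the paper's 14 probe sets are among the 44, and 51 in 1 fit over 3 groups, which does. For SP-infusion the paper has 198, against 7 here, and 0 as genes and 4 in 1 fit also differ. Thresholds by permutation were p = 0.000623 for all conditions, 0.000579 for mating and 0.000453 for SP-infusion, where the paper has about 0.002. The 1% point of each permutation, a form added after seeing the data, gives 119 for all conditions, which does not differ from the paper's 159 but drops 158 of the paper's own 159 probe sets, and 233 for mating and 42 for SP-infusion, which differ. Counted as genes this form gives 41 for all conditions, 80 for mating and 11 for SP-infusion, and each of these differs. The paper used more permutations than the 100 used here.

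Lower probe sets for mating are the paper's 1,550 against 2349, and every alternative but the variance prior (2326) closes it (2085 in pairwise fits, 1289 at a mean log2 value of at least 5, 1154 with equal medians, 1437 with loess, 2046 with array weights, 2215 with the block), with 1594 to 3165 leaving out 1 array, 17 of 24 of which close it (all but control replicates 4 and 5, mated replicates 2 and 3 and SP-infused replicates 1, 4 and 7). Higher probe sets for SP-infusion are the paper's 611 against 385, closed by equal medians (611), loess (615) and leaving out control replicate 2 (437), 5 (484) or 7 (489) or SP-infused replicate 1 (416), 2 (408) or 4 (435), though equal medians then give 675 lower where the paper has 1,214.

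Among genes, higher for mating are the paper's 698 against 370 (closed by equal medians, 753, and loess, 587, which then give 443 and 573 lower where the paper has 1,024 and 946 were found). For SP-infusion the paper has 1,148 genes against 585, closed only without control replicate 5 (921), 748 lower against 394, closed only without control replicate 4 (565) or 5 (675) or SP-infused replicate 1 (520) or 4 (553), and 400 higher against 191 (closed by equal medians, 301, and loess, 284). In both comparisons the paper has 592 genes against 247, closed only without control replicate 5 (473), 405 lower against 169, closed only without control replicate 4 (279) or 5 (368), and 187 higher against 78 (closed by equal medians, 140). In mating only the paper has 511 higher against 292 (closed by equal medians, 613, loess, 469, and leaving out mated replicate 2, 350, or 3, 382), where equal medians then give 360 lower against the paper's 619 (774 here). In SP-infusion only the paper has 213 higher against 113 (closed by equal medians, 161, and loess, 166) and 343 lower against 222, closed only without control replicate 4 (282), 5 (306) or 8 (230), mated replicate 1 (248), 6 (231) or 8 (230) or SP-infused replicate 1 (306) or 4 (288).

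For mating, log2 fold changes that no alternative run closes, leaving out 1 array included, are GZMK (the paper's 1.01 against 0.20), CD36 (the paper's 0.76 against -0.23), LOC100513220 (the paper's 1.14 against -0.29), PDZD2 (the paper's 0.81 against -0.0662), CSMD3 (the paper's 0.86 against -0.48) and SLC13A1 (the paper's 0.83 against -0.0874). Array weights close ADAMTS3 (the paper's -0.82 against 0.0530, on another probe set than the paper's), as does leaving out control replicate 1 (-0.0769) or 3 (-0.15) or mated replicate 4 (-0.13), and TBX20 (the paper's -0.85 against -0.36), as does leaving out control replicate 5 (-0.48) or mated replicate 6 (-0.45).

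For SP-infusion, none run closes ADGRF5 (the paper's 0.59 against -0.0151), GZMK (the paper's 0.64 against -0.26), PTK2B (the paper's 0.47 against -0.0873), SEMA6A (the paper's 0.72 against 0.19), PROM1 (the paper's 0.92 against -0.10), SLC35F1 (the paper's 0.69 against -0.28) and HOXA11 (the paper's -0.74 against 0.0395). Leaving out 1 array alone closes LY96 (the paper's 0.58 against -0.0722; control replicate 5, 0.0160, or 7, 0.0778, or SP-infused replicate 4, 0.0593, or 6, 0.0449), TXNRD1 (the paper's -0.52 against -0.16; control replicate 3, -0.24), CDH13 (the paper's 0.71 against 0.13; control replicate 5, 0.26, or SP-infused replicate 6, 0.21, or 8, 0.24) and TBX20 (the paper's -0.72 against -0.16; control replicate 5, -0.28, or 7, -0.22, or SP-infused replicate 2, -0.23, or 8, -0.29). Equal medians close LOC100736569 (the paper's 0.52 against 0.10), equal medians, loess and array weights LRIG1 (the paper's 0.53 against 0.0614), array weights RGS5 (the paper's 0.63 against 0.0196), and equal medians and array weights SLC7A7 (the paper's 0.51 against 0.0706). So does leaving out 1 array for LOC100736569 (7 of 24 arrays: control replicates 2, 4, 5 and 7 and SP-infused replicates 6, 7 and 8, up to 0.19), LRIG1 (7 of 24: control replicates 1, 2, 3 and 5 and SP-infused replicates 1, 6 and 8, up to 0.18) and SLC7A7 (6 of 24: control replicates 1, 3 and 5 and SP-infused replicates 4, 6 and 8, up to 0.17), and for RGS5 none. LY96 for SP-infusion differed by its sign alone, since its distance from the paper's value was within the SD of replicates (0.655). Where leaving out 1 array closes LY96, its sign turned positive. Over the genes compared, 8 of 14 have the paper's direction for mating and 12 of 19 for SP-infusion. ADAMTS3, on another probe set than the paper's, is counted as opposite for mating. Values on the paper's side that differ by no more than the SD of replicates include DPP4 (the paper's 0.87 and 0.62 here), DRD2 (0.88 and 0.56), MMP3 (-1.23 and -0.58) and MMP12 (-1.69 and -0.16, SD 1.60) for mating and F8 (0.58 and 0.25), NR4A3 (-0.72 and -0.83) and IFI16 (0.53 and 0.13) for SP-infusion. MMP12 differs after loess (-0.0951) and without control replicate 4 (-0.0850), 5 (0.0237), 6 (0.0978) or 8 (0.10) or mated replicate 2 (-0.0634), 3 (-0.0683) or 5 (0.20). IFI16 differs without control replicate 3 (0.11), 4 (0.0827), 6 (0.0790), 7 (0.0620) or 8 (0.0899) or SP-infused replicate 3 (0.0328), 5 (0.11) or 7 (0.0660).

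The paper states that IFI16 went up after SP-infusion and not after mating. By the labels it is higher by 0.35 in mated and by 0.13 in SP-infused arrays, and Table S3 of the paper lists it higher by 0.41 after mating (p = 0.0314 in that table). The paper counts SLC13A1 as up and ADAMTS3 as down after mating, where the values here are -0.0874 and 0.0530. The value of ADAMTS3 is from another probe set than the paper's, so it is not a contrary value of the same measurement.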

Other observations

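No test in this part was chosen after the result was seen, apart from the fit of the tables to the arrays.

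In arrays labelled SP-infused, protein folding in the endoplasmic reticulum, which prepares secreted proteins, had 21 of 24 genes higher than in control, with SPCS1 of the signal peptidase (8.16 ± 0.29 and 7.86 ± 0.20, n = 8 arrays each) and the transcription factor XBP1 (8.91 ± 0.09 and 8.72 ± 0.22) among them (median 0.120, camera, adjusted p = 4.3e-05, and adjusted p = 0.917 with an estimated correlation; 0.0463 without control replicate 1). Proteasome subunits were 19 of 22 higher (median 0.111, adjusted p = 0.000101, and adjusted p = 0.917 with an estimated correlation; 0.0641 without SP-infused replicate 8) and genes of the mitochondrial respiratory chain 34 of 43 (median 0.0812, adjusted p = 0.000154, and adjusted p = 0.917 with an estimated correlation; 0.0516 without SP-infused replicate 6). Of the secretory epithelium, 12 of 16 genes were higher, with the antiprotease SLPI at 11.89 ± 0.54 and 11.15 ± 1.34 and the oviductal glycoprotein OVGP1 at 8.61 ± 2.39 and 7.23 ± 2.36 (median 0.196, camera, adjusted p = 0.0455, and adjusted p = 0.917 with an estimated correlation). The secretory call was lost without control replicate 1 (0.131, adjusted p = 0.312), 4 (0.183, 0.0759), 6 (0.187, 0.0681) or 7 (0.0671, 0.615) or SP-infused replicate 3 (0.104, 0.276), 5 (0.214, 0.0591), 6 (0.143, 0.191) or 7 (0.113, 0.269), and the median was 0.327 without control replicate 5 and 0.409 without SP-infused replicate 1. OVGP1 is made in the oviduct and little in the uterus, and its SD of over 2 within each group shows how much these samples differ among themselves.

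In arrays labelled mated, genes of stromal fibroblasts and matrix were 17 of 23 higher than in control, with TNC and MFAP5 past the test when adjusted over the list alone (median 0.101, camera, adjusted p = 0.0159, and adjusted p = 0.965 with an estimated correlation). The stromal call was lost without control replicate 1 (0.0630, adjusted p = 0.0902), 3 (0.0423, 0.258) or 4 (0.0986, 0.0816) or mated replicate 1 (0.0511, 0.0963), 2 (0.0792, 0.0966) or 4 (0.0740, 0.0672). Genes of multiciliated cells, which move fluid along the oviduct, were 30 of 31 lower in arrays labelled mated than in control, with AK7 at -0.64 (SE 0.31) and RIBC2 at -0.48 (list median -0.233, camera, adjusted p = 0.0159, and adjusted p = 0.965 with an estimated correlation). That call was lost without control replicate 3 (-0.178, adjusted p = 0.258), 4 (-0.258, 0.0654) or 5 (-0.118, 0.619) or mated replicate 2 (-0.212, 0.138), 4 (-0.174, 0.392), 6 (-0.16, 0.235) or 7 (-0.207, 0.107), and the median was -0.35 without mated replicate 3. With markers of another cell type higher in the same comparison, a different make-up of the tissue samples was not tested against control and stays open. Genes of spermatozoa and testis, which would rise with RNA from resident sperm, had a median of -0.122 in 29 genes (camera, adjusted p = 0.232). After the mean of each label was subtracted, 6 of the 24 arrays had their closest array within the same label. That step removes differences between labels, so the count cannot show whether arrays group by label.

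For Table S3 the log2 fold changes correlate with those by label at 0.0499 (0.308 at the highest under any scaling tried). The correlation was -0.00749 (0.3) in Table S4 and -0.507 (-0.0604) in Table S10, and reached 0.752 (0.821) in Table S11. In Table S9 it was 0.781 (0.858) for the mating column and -0.163 (0.398) for the SP-infusion column. With free weights on the 24 arrays the share of variance explained in probe sets left out of the fit was 0.971 in Table S3, where 8 arrays had the weight of their label. Table S4 gave 0.975 (6 arrays), with a positive weight in 7 arrays labelled mated, 1 labelled SP-infused and 0 labelled control. The columns of Table S9 gave 0.997 (8 arrays) and 0.962 (6 arrays) and Table S11 gave 0.990 (10 arrays). Positive weights for Table S11 fell on 5 arrays labelled mated and 3 labelled SP-infused. Over 100 shared probe sets Tables S3 and S9 correlate at 0.969, and over 108 Tables S4 and S11 at 0.979.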
